# JASPer controls interphase histone H3S10 phosphorylation by chromosomal kinase JIL-1 in *Drosophila*

**DOI:** 10.1038/s41467-019-13174-6

**Published:** 2019-11-25

**Authors:** Christian Albig, Chao Wang, Geoffrey P. Dann, Felix Wojcik, Tamás Schauer, Silke Krause, Sylvain Maenner, Weili Cai, Yeran Li, Jack Girton, Tom W. Muir, Jørgen Johansen, Kristen M. Johansen, Peter B. Becker, Catherine Regnard

**Keywords:** Kinases, Chromosomes, Post-translational modifications, Histone post-translational modifications, Nucleosomes

## Abstract

In flies, the chromosomal kinase JIL-1 is responsible for most interphase histone H3S10 phosphorylation and has been proposed to protect active chromatin from acquiring heterochromatic marks, such as dimethylated histone H3K9 (H3K9me2) and HP1. Here, we show that JIL-1’s targeting to chromatin depends on a PWWP domain-containing protein JASPer (JIL-1 Anchoring and Stabilizing Protein). JASPer-JIL-1 (JJ)-complex is the major form of kinase in vivo and is targeted to active genes and telomeric transposons via binding of the PWWP domain of JASPer to H3K36me3 nucleosomes, to modulate transcriptional output. JIL-1 and JJ-complex depletion in cycling cells lead to small changes in H3K9me2 distribution at active genes and telomeric transposons. Finally, we identify interactors of the endogenous JJ-complex and propose that JIL-1 not only prevents heterochromatin formation but also coordinates chromatin-based regulation in the transcribed part of the genome.

## Abstract (web summary)

The chromosomal kinase JIL-1 is responsible for interphase histone H3S10 phosphorylation and has been proposed to protect active chromatin from heterochromatinisation. Here, the authors show that JIL-1 is stabilized and anchored to active genes and telomeric transposons by JASPer, which binds to H3K36me3 nucleosomes via its PWWP domain.

## Introduction

In mammals, several nuclear kinases contribute to phosphorylation of histone H3 at serine 10 (H3S10ph) in interphase, whereas in *Drosophila melanogaster*, the essential kinase JIL-1 is responsible for most of it^1^. The significance of interphase H3S10ph is often underestimated because most H3S10 phosphorylation in asynchronous cell populations stems from mitotic chromatin, where it is deployed by Aurora B kinase ^2,3^. Originally, interphase H3S10ph has been associated, in combination with H3K9ac and H3K14ac, with transcriptional activation of immediate early genes upon MAPK activation^4,5^. In *Drosophila*, interphase H3S10ph is enriched at the body of active genes^6^. In mammal, in the extreme case of mouse embryonic stem cells (mESC), ~30% of the genome is enriched for H3S10ph in interphase^7^.

The current model assigns JIL-1 to the protection of euchromatin from heterochromatization^8^. According to the phospho-methyl switch model for mitotic H3S10ph^9^, placing H3S10ph prevents H3K9 methylation and subsequent binding of heterochromatin components. JIL-1 phosphorylates various H3 peptides with different methylation states, including H3K9me2/3, with comparable efficiency^6^, whereas histone methyltransferases of the Su(var)3-9 family are inhibited by H3S10ph^10,11^. Several observations suggest that JIL-1 is important for the balance between euchromatin and heterochromatin. The *Su(var)3-1* alleles of *JIL-1* gene, which lead to the expression of JIL-1 truncated in its C-terminal domain (CTD), result in reduced heterochromatin spreading at euchromatin-heterochromatin boundaries^12,13^. Conversely, in the *JIL-1*^*z2/z2*^ null mutant, heterochromatin components spread into euchromatin. The spreading of H3K9me2 and HP1 is highest on the euchromatic part of the X chromosome in both sexes^14^, the spreading of the 7-zinc-finger protein Su(var)3-7 affects euchromatin similarly on all chromosomes^15^. In addition, JIL-1 phosphorylates Su(var)3-9^16^, the histone methyl transferase responsible for H3K9me2/3, suggesting a possible function for JIL-1 at constitutive heterochromatin.

JIL-1 may also play a role at telomeres, which combine features of heterochromatin and euchromatin in *Drosophila*. JIL-1 localizes to arrays composed of the three non-LTR retrotransposons *HeT-A*, *TART*, and *TAHRE* (HTT) on polytene chromosomes in mutants with elongated telomeres^17^. Transcription of HTT arrays is essential for telomere maintenance in flies, and JIL-1 is a positive regulator of retrotransposon transcription^18,19^.

At the low resolution of polytene chromosomes, JIL-1 localizes to active chromatin and is enriched on the male dosage-compensated X chromosome^20^. When the binding of JIL-1 to chromatin was studied at higher resolution using chromatin-immunoprecipitation (ChIP), conflicting results were obtained. Our early ChIP-chip study suggested that JIL-1 is found on all transcribed gene bodies and is enriched on X-chromosomal genes in male S2 cells^6^. ChIP-seq experiments from female Kc cells^21^ and salivary glands^8^ suggested that JIL-1 associates to the 5’ end/promoters of active genes and to enhancers.

In this work, we show that the JIL-1 protein level is tightly controlled by JASPer (JIL-1 Anchoring and Stabilizing Protein), a PWWP domain-containing protein. Both proteins form a stable JASPer-JIL-1 (JJ)-complex, the functional form of the kinase in vivo. The PWWP domain of JASPer tethers the JJ-complex to H3K36me3 nucleosomes in vitro. Consistently, the JJ-complex is targeted to H3K36me3 chromatin at active gene bodies and at telomeric transposons in vivo. Depletion of the JJ-complex in flies induces heterochromatin spreading in salivary gland nuclei as described for the JIL-1 deficiency. Using *D. melanogaster* cell lines, we show that depletion of JIL-1 or the JJ-complex modulates the transcriptional output. In male S2 cells, depletion of JIL-1 results in a modest enrichment of H3K9me2 in the active chromatin, where the JJ-complex binds. Finally, we identify various known and novel interactors of the endogenous JJ-complex, notably chromatin remodeling complexes and subunits of the Set1/COMPASS complex.

## Results

### JIL-1 forms a complex with the protein JASPer

Since JIL-1 lacks a known chromatin binding domain, we hypothesized that JIL-1 is recruited to chromatin by an interaction partner. To identify such a protein, we used nuclear extracts of *D. melanogaster* embryos to perform preparative immunoprecipitations (IPs) using antibodies against JIL-1. A protein of ~60 kDa co-purified with JIL-1 using two different JIL-1 antibodies (Supplementary Fig. 1a). Mass spectrometry analysis identified the protein as encoded by the gene *CG7946* on chromosome 3R. We named this protein ‘JIL-1 Anchoring and Stabilizing Protein’ (JASPer). Consistently, reverse IP’s using antibodies against JASPer showed that JIL-1 was efficiently co-immunoprecipitated from embryo extracts and with similar efficiency (Fig. 1a). Coexpressing recombinant FLAG-JIL-1 and untagged JASPer^22^ yielded a stable complex (Fig. 1b). Coomassie-blue staining suggested a roughly equal stoichiometry for the recombinant and the endogenous complex (Fig. 1b, Supplementary Fig. 1a) (corresponding to a mass ratio of 2.6:1 at calculated molecular weights of 137 kDa for JIL-1 and 53 kDa for JASPer).

**Fig. 1:**
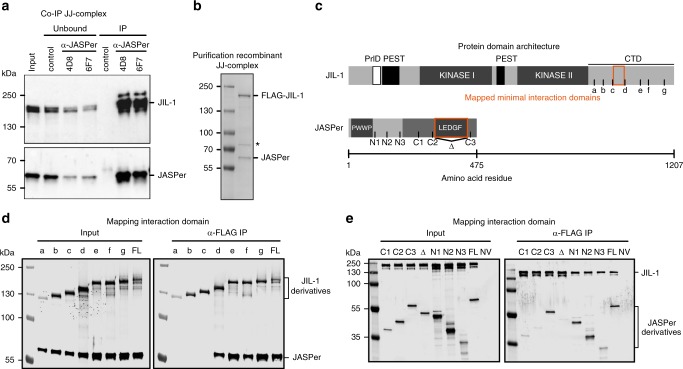
JIL-1’s C-terminal domain interacts with JASPer’s LEDGF domain to form the JJ-complex. **a** Western blot analysis with α-JASPer and α-JIL-1 antibodies of co-IP from nuclear embryo extracts. Co-IP was performed with two different monoclonal α-JASPer antibodies containing culture supernatants and culture medium as control. The corresponding unbound fractions are loaded next to each IP. Molecular weight markers are shown to the left. Source data are provided as a Source Data file. **b** SDS-PAGE with Coomassie staining of recombinant JJ-complex purification from Sf21 cells using a baculovirus dual expression system of FLAG-JIL-1 and untagged JASPer. Molecular weight markers are shown to the left. A contaminant band is marked by asterisk. Source data are provided as a Source Data file. **c** JIL-1 and JASPer domain architecture drawn to scale. In JIL-1, PEST domains are highlighted in black, kinase domains in dark gray and a predicted prion-like domain in white. In JASPer, PWWP and LEDGF domains are highlighted in dark gray and conserved region in intermediate gray. C-terminal truncation breakpoints **a**–**g** for JIL-1 and N-terminal (N1-N3) and C-terminal truncation breakpoints (C1-C3) for JASPer used in **d** and **e** are indicated. Δ denotes the deletion in JASPer-ΔLEDGF. **d** Western blot analysis using α-JIL-1 and α-JASPer antibodies of co-IP experiments with extracts from Sf21 cells expressing wild type, untagged JASPer and various FLAG-JIL-1 C-terminal deletion mutants. Co-IP was performed with α-FLAG beads. Source data are provided as a Source Data file. **e** Western blot analysis as in d of co-IP experiments with extracts from Sf21 cells expressing various untagged JASPer deletion mutants and FLAG-JIL-1. Uninfected Sf21 cell extract was used as control (NV = no virus). Co-IP was performed with α-FLAG beads. Source data are provided as a Source Data file.

JASPer is a well-conserved protein among *Drosophila* species. It has an N-terminal PWWP domain and a C-terminal LEDGF/IBD domain (Fig. 1c, Supplementary Figs. 2a, b). This PWWP-LEDGF domain architecture is found in 94 eukaryotic proteins, with mostly unknown functions, except for the PSIP1/LEDGF chromatin adapter protein, which has pleiotropic functions in HIV infection and cancer development^23,24^. JIL-1 is also well conserved among distant *Drosophila* species (Supplementary Fig. 3), particularly in the N-terminal AGC kinase domain^25^, the C-terminal MAPK-related domain and its CTD. The CTD is rich in proline (11%) and arginine (9%) residues and most probably intrinsically disordered. Sequence comparison revealed a prion-like domain (PrlD)^26^ and putative PEST sequences^27^, which most probably relate to lower stability of the protein because of their intrinsic disorder^28^.

Using a LacO-LacI targeting system in flies, we found that LacI-JIL-1 full-length and LacI-JIL-1-CTD recruited endogenous JASPer to the LacO arrays, but JIL-1-ΔCTD did not (Supplementary Fig. 1b). We further mapped the interaction by co-expression and co-purification of various derivatives. Truncations in the CTD of *JIL-1* were designed according to sequence conservation in *Drosophilae* JIL-1 homologs (Fig. 1c and Supplementary Fig. 3). Expression of the C-terminal deletion mutants of FLAG-JIL-1 (mutants a-g) with untagged, full-length JASPer showed that the minimal JASPer binding domain (JBD) encompasses 44 amino acids (982–1025) between the truncations c and d of the CTD (Fig. 1d). The JBD is rich in proline (22%), glutamic acid (16%), and aromatic residues tyrosine/phenylalanine (16%). Furthermore, it contains a stretch of 7 conserved amino acids, DFxGFDE, matching the consensus motif (FxGF) found in proteins interacting with the LEDGF/IBD domain of PSIP1^29^. Indeed, using various JASPer derivatives (Fig. 1c) co-expressed with full-length FLAG-JIL-1, we found that deletion of the 120 amino acids long LEDGF domain in the C-terminal half of JASPer (ΔLEDGF) was sufficient to abrogate binding to JIL-1 (Fig. 1e). This domain contains a high proportion of charged residues (glutamic acid/aspartic acid: 18% and arginine/lysine residues: 17%).

### JASPer stabilizes JIL-1 in vivo

To understand the function of JASPer in the JJ-complex, we generated *JASPer*^*cw*2^ null allele by imprecise excision of the P-element in an appropriate EP line. The deletion encompassed the coding region of both described transcripts (Fig. 2a). Analysis of the salivary glands of homozygous *JASPer*^*cw2/cw2*^ mutants showed that JASPer was not detectable by western blot and on polytene chromosome spreads (Fig. 2b, c). Remarkably, JIL-1 was also not detectable in the absence of JASPer. The lack of the JJ-complex in turn correlates with undetected  phosphorylation of H3S10, confirming that kinase as the major source of this modification in interphase (Fig. 2d). Such a direct relationship between kinase and H3S10ph cannot be seen in an exponentially growing cell population, due to the strong dominance of mitotic H3S10ph^6^. As also described for the *JIL-1*^*z2/z2*^ hypomorph mutant^14^, global H3K9me2 levels were unchanged (Fig. 2b) but the mark redistributed from the chromocenter to the euchromatic chromosomal arms, in particular of the X chromosome (Fig. 2d). Although the *JASPer*^*cw2/cw2*^ mutant mostly phenocopies *JIL-1*^*z2/z2*^ mutant, polytene chromosomes retain their characteristic banded pattern (Fig. 2c, d), which are lost in the *JIL-1*^*z2/z2*^ mutant^30^. This observation is consistent with the partial lethality of *JASPer*^*cw2/cw2*^ mutant (54% of expected survival, *n* = 1496) as compared to the lethal *JIL-1*^*z2/z2*^ mutant (Fig. 2e). Ablation of JASPer by RNA interference in cultured cells also led to loss of JIL-1 (Fig. 2f). JIL-1 was depleted to the same level by RNAi against *jil-1* or *jasper* in S2 and Kc cells, suggesting that JIL-1 is unstable in the absence of JASPer. 

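The level of *JIL-1* was taken from the RNA-seq libraries of control and *jasper* RNAi cells. *JIL-1* (FBgn0020412) lies on the minus strand of chromosome arm 3L, from 11078752 to 11093193 in the release 6 genome. Between 335 and 1488 reads per sample fell on its own strand in male S2 cells and between 376 and 1019 in female Kc cells. In CPM, the reads on a gene relative to all reads on genes after scaling with edgeR's TMM method, *JIL-1* had 78.0 ± 11.9 (SD, n = 5) in control S2 cells and 77.4 ± 10.9 (SD, n = 4) upon *jasper* RNAi. The log2 fold-change was -0.18 (standard error 0.51, adjusted p = 0.84 from edgeR's quasi-likelihood test), and *JIL-1* was higher in 2 and lower in 2 of the 4 same-numbered pairs of samples. Pairs 4 and 8 were higher and pairs 5 and 9 lower. Upon *jasper* RNAi replicates 4 and 8 had more reads opposite to *JASPer*, and replicates 5 and 9 more on its own strand. In Kc cells *JIL-1* had 50.7 ± 4.11 CPM (SD, n = 4) in control cells and 57.8 ± 10.1 (SD, n = 4) upon *jasper* RNAi. The log2 fold-change in Kc cells was 0.19 (standard error 0.52, adjusted p = 0.87), with higher values in 3 of the 4 pairs. The rise was largest in replicates 2 (64.6 against 50.5 CPM) and 4 (68.2 against 54.9 CPM), which had more reads on the strand of *JASPer*. Neither estimate takes this split between replicates into account, and its direction differed between the lines. Both estimates came from one fit per cell line that also held the *jil-1* RNAi libraries, in which the reads on *JIL-1* varied most. With these libraries left out, the log2 fold-change was 0.079 (standard error 0.088, adjusted p = 0.57) in S2 cells and 0.19 (standard error 0.12, adjusted p = 0.43) in Kc cells, so that the sign in S2 cells depended on the libraries in the fit.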

The *JIL-1* transcript level was unchanged upon *jasper* RNAi in our RNA-seq experiments, excluding regulation at the transcription level (Fig. 2g). However, trace amounts of JIL-1 or fragments of it might still be expressed and could explain the better viability of *JASPer*^*cw2/cw2*^ mutant versus *JIL-1*^*z2/z2*^ mutant^31^.

**Fig. 2:**
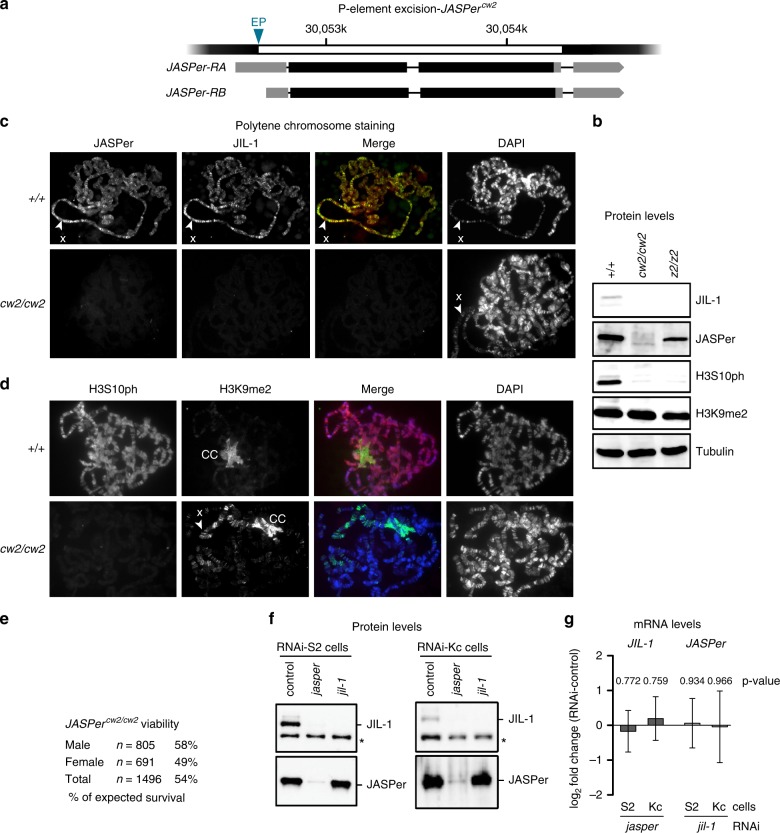
JIL-1 is unstable in absence of JASPer in the *JASPer*^cw2/cw2^ mutant and in cell lines. **a** Gene model for P-element excision in the *JASPer* locus to generate *JASPer*^*cw2*^ allele. The mRNA isoforms RA and RB are shown below. The excised genomic portion is marked in white and EP denotes the position of the excised P-element in EP-element line GS3268. **b** Western blot analysis of salivary gland extracts from L3 larvae of homozygous *JASPer*^*cw2/cw2*^ and *JIL-1*^*z2/z2*^ mutants and wild type larvae as control. Western blots using α-JIL-1, α-JASPer, α-H3S10ph, and α-H3K9me2 antibodies are shown, western blot with α-tubulin antibody was used as loading control. **c** Immunofluorescence microscopy of polytene chromosome squashes from L3 larvae of homozygous *JASPer*^*cw2/cw2*^ and wild type larvae as control. From left to right, staining for JASPer, JIL-1, merged images and DNA are shown. The X chromosome is marked by arrow heads. Source data are provided as a Source Data file. **d** Immunofluorescence microscopy of polytene chromosome spreads from L3 larvae of homozygous *JASPer*^*cw2/cw2*^ and wild type larvae as control. From left to right, staining for H3S10ph, H3K9me2, merged images and DNA are shown. The X chromosome is marked by arrow head and the chromocenter is labeled with “CC”. **e** Table summarizing viability of male and female *JASPer*^*cw2/cw2*^ mutant flies. **f** Representative western blot analysis using α-JASPer and α-JIL-1 antibodies on whole cell extracts from S2 cells (left panel) and Kc cells (right panel) after *jasper* or *jil-1* RNAi treatment, as used for RNA-seq experiments. A cross-reacting band is marked by asterisk. Source data are provided as a Source Data file. **g** Bar chart showing mean log_2_ fold-change of normalized mean RNA-seq counts for *JIL-1* and *JASPer* RNAi. Left panel, JIL-1 mRNA mean log_2_ fold-change upon *jasper* RNAi (S2 *n* = 4 and Kc *n* = 4). Right panel, JASPer mRNA mean log_2_ fold-change upon *jil-1* RNAi (S2 *n* = 5 and Kc *n* = 4). Error bars represent standard error of the mean.

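*JASPer*, which the annotation lists as Jasper (FBgn0039743), lies on the plus strand of chromosome arm 3R from 30052514 to 30054697. Its own strand received between 495 and 2706 reads per sample in control and *jil-1* RNAi S2 cells, and between 243 and 1512 in the corresponding Kc samples. In S2 cells *JASPer* had 128 ± 16.6 CPM (SD, n = 5) in control cells and 134 ± 10.8 (SD, n = 5) upon *jil-1* RNAi. The log2 fold-change was 0.063 (standard error 0.60, adjusted p = 0.95 from edgeR's quasi-likelihood test), and 3 of the 5 same-numbered pairs were higher upon RNAi. In Kc cells *JASPer* had 94.4 ± 5.29 CPM (SD, n = 4) in control cells and 91.6 ± 5.06 (SD, n = 4) upon *jil-1* RNAi. The log2 fold-change in Kc cells was -0.053 (standard error 0.93, adjusted p = 0.99), with lower values in 3 of the 4 pairs. Without the *jasper* RNAi libraries in the fit, the log2 fold-changes were 0.071 (standard error 0.057, adjusted p = 0.42) in S2 cells and -0.047 (standard error 0.071, adjusted p = 0.75) in Kc cells.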

### JASPer binds nucleic acids and H3K36me3 nucleosomes in vitro

In addition to the LEDGF JIL-1-binding domain, JASPer harbors a PWWP domain at its N-terminus (Fig. 1c). PWWP domains have a positively charged surface favoring DNA binding and an aromatic pocket for methyl-lysine binding [for review^32^]. Conceivably, this domain is responsible for the recruitment of the JJ-complex to chromatin. As expected, recombinant JASPer had significant affinity for DNA in electrophoretic mobility shift assays (EMSA), while JIL-1 showed no detectable binding under the same conditions (Supplementary Fig. 4a). A 9-fold molar excess of JASPer shifted all DNA molecules. Apparently, several JASPer molecules can bind simultaneously one DNA molecule as at least three retarded bands appeared in the EMSA and the most retarded ones correlated with higher JASPer concentration. JASPer also bound a 123 nucleotide long RNA hairpin^33^ in a dose-dependent manner (Supplementary Fig. 4b).

To decipher the binding specificity of JASPer and the JJ-complex for nucleosomes, we used a library of 115 different types of DNA-barcoded nucleosomes bearing different histone and DNA modifications^34^. Recombinant, FLAG-tagged JASPer or FLAG-tagged JJ-complex were coupled to α-FLAG beads, incubated with the nucleosome library, washed and the pulled-down nucleosomes were quantified by sequencing of the associated indexes. Wild type JASPer showed high specificity towards nucleosomes bearing the single H3K36me3 modification (Fig. 3a). This modification was ~40-fold enriched in the IP relative to the unmodified nucleosome used for normalization. Mutation of two residues in the aromatic cage to alanines (Y23A and W26A) abolished specific H3K36me3 binding (Fig. 3a). Similar results were obtained for the JJ-complex, where H3K36me3 was ~70-fold enriched over the unmodified nucleosome, only if the aromatic cage is intact (Fig. 3b). In accordance with the DNA binding activity shown in EMSA (Supplementary Fig. 4a), we found a ~3-fold to 9-fold enrichment of the two nucleosome-free DNAs used as controls in the library. The enrichment (~2-fold to 7-fold) of nucleosomes bearing acetylated H3 tails, could be due to their lower assembly efficiencies, as described^34^. Alternatively, it could reflect, at least in part, the better accessibility of the linker DNA in those nucleosomes, as acetylation of the H3 tail decreases its binding to the linker DNA^35–37^. Acetylation may thus favor linker DNA-dependent binding by JASPer, as shown for the PWWP domain of PWWP2A^35^. These results point towards a mostly ionic interaction between the overall positively charged JASPer (pI of 8.3) and the negatively charged sugar-phosphate backbone of the DNA as has been proposed for other PWWP domains to synergize with the aromatic cage for high-affinity binding of H3K36me3 nucleosomes. The PWWP domain contacts both DNA gyres next to the H3 tail exit site through its basic surface and the aromatic cage engages with the K36me3 residue^38,39^.

**Fig. 3:**
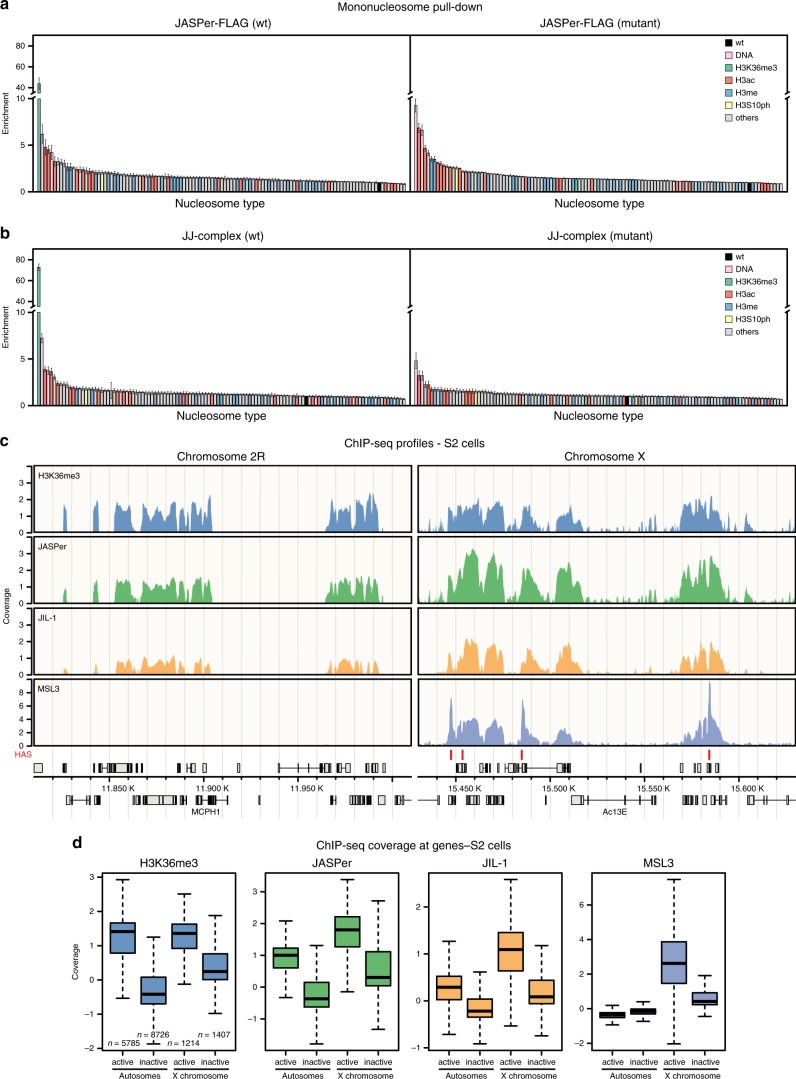
The JJ-complex binds H3K36me3 nucleosomes in vitro and in vivo, and is enriched on the male X chromosome. **a** Bar chart of mean enrichment (*n* = 3 independent experiments with 2 different protein preparations) of nucleosome library pull-down with JASPer-FLAG (left panel) and aromatic cage mutant (right panel) relative to unmodified nucleosome, which is set to 1. Error bars represent standard error of the mean. **b** Bar chart of mean enrichment (*n* = 3 independent experiments) of nucleosome library pull-down with JJ-complex (FLAG-JIL-1 and untagged JASPer) (left panel) and aromatic cage mutant (right panel) relative to unmodified nucleosome, which is set to 1, as in **a**. Error bars represent standard error of the mean. **c** Genome browser profile showing mean H3K36me3 (upper panel, *n* = 4 independent experiments), JASPer (second upper panel, *n* = 4 independent experiments with 2 different antibodies), JIL-1 (second lower panel, *n* = 5 independent experiments with 2 different antibodies) and MSL3 (lower panel, *n* = 3 independent experiments) MNase ChIP-seq normalized coverage along representative 200 kb windows on chromosome 2 R and X in male S2 cells. HAS are marked by red bars above the gene models in gray. **d** Box plot showing mean H3K36me3 (left panel, *n* = 4), JASPer (second left panel, *n* = 4), JIL-1 (second right, *n* = 5) and MSL3 (right, *n* = 3) MNase ChIP-seq normalized coverage, as in **c**, at active (tpm > 1) and inactive (tpm ≤ 1) genes on the autosomes (*n* = 5785 and *n* = 8726, respectively) and X chromosome (*n* = 1214 and *n* = 1407, respectively) in male S2 cells. Box plot elements are defined as center line marking the median, box limits are the upper and lower quartiles, whiskers extend maximally 1.5-times the interquartile range and outliers are removed.

JIL-1 is a potent kinase in vitro and phosphorylates isolated H3 peptide (amino acids 1–20) and full-length histone H3. However, the isolated kinase proved to be inactive on nucleosome arrays in vitro even at high molar ratios of kinase to nucleosome^6^. To explore whether the oriented binding of the JJ-complex to nucleosomes would favor phosphorylation, we used a semi-quantitative kinase assay based on western blot detection of H3S10ph. Using H3K36me3-modified and unmodified nucleosomes and 12-mer nucleosome arrays (Supplementary Fig. 4c,d), we confirmed that only the wild type JJ-complex phosphorylates H3S10, that the active site-mutated enzyme is inactive and that we could detect low amounts of H3S10ph by western blot (Supplementary Fig. 4e). For the kinase assay with nucleosomes, we had to load ~10-times more of each reaction to detect similar levels of H3S10ph as compared to a completely phosphorylated, isolated H3, indicating that the JJ-complex is ~10-times less active on nucleosomes (Supplementary Fig. 4f). However, our analysis showed that altogether JIL-1 in the JJ-complex is more active on nucleosome arrays (>3% of the phosphorylated H3 reference) than on mononucleosomes suggesting that the binding to one nucleosome in the array may facilitate the phosphorylation of a neighboring nucleosome (Supplementary Fig. 4f,g). The fact that we did not observe a preference for H3K36me3 nucleosomes is probably due to the high concentration of JJ-complex used in the kinase assay to allow H3S10ph detection by western blot.

### The JJ-complex localizes to active chromatin in vivo

Because the JJ-complex specifically selects H3K36me3 nucleosomes via the PWWP of JASPer in vitro, we wished to confirm this interaction in vivo. Recently, differing results about JIL-1 localization in vivo arose from data generated using different ChIP-chip/-seq approaches^6,8,21^, possibly due to different chromatin fragmentation protocols^40^. To clarify this issue, we used both chromatin digested with MNase and chromatin sheared by sonication for ChIPs of H3K36me3, JIL-1, JASPer, and MSL3 in male S2 cells and in female Kc cells (Supplementary Fig. 5a-c). Independent of the fragmentation strategy, we found that JIL-1 and JASPer binding profiles overlap with H3K36me3 at exons of active genes in vivo (Fig. 3c, Supplementary Fig. 6a-d), as expected^41^. Like JIL-1, JASPer is enriched at active genes on the X chromosome relative to autosomes only in male S2 cells (Fig. 3d, Supplementary Fig. 7a,b). We excluded that this enrichment is caused by normalization due to copy number differences by comparing the non-input-normalized coverages of H3K36me3, JASPer, and JIL-1 to the input (Supplementary Fig. 7c-e). In female Kc cells, we found similar coverages of H3K36me3 and JASPer at active genes on all chromosomes, whereas in male S2 cells the X chromosomal sequence coverage of H3K36me3 is roughly half of the autosomal one, as for the input. By contrast, coverages of JASPer and JIL-1 on active X chromosomal and autosomal genes in male S2 cells are similar. Interestingly, the X-chromosomal enrichment of JASPer and JIL-1 is only observed in male cells (Fig. 3d and Supplementary Fig. 7a).

The active genes on the X chromosome in male cells are strongly acetylated at H4K16 by the DCC subunit MOF, which is thought to decompact the chromatin fiber^42,43^. This loosening of chromatin folding may allow JASPer to bind better to H3K36me3, independent of JIL-1. To test whether the X-chromosomal enrichment of JASPer depends on JIL-1, we analyzed JASPer, MSL3, H4K16ac, and H3K9me2 distribution by ChIP-seq after *jil-1* RNAi in S2 cells (Fig. 4a and Supplementary Fig. 5d). To quantify the absolute difference in ChIP-seq coverage between conditions by spike-in normalization, we added 5% *D. virilis* cells to our chromatin preparations^44^. Intriguingly, the X chromosome-specific enrichment of JASPer in male S2 cells was reduced to the autosomal level in absence of JIL-1, while the DCC subunit MSL3 was slightly redistributed, the diagnostic H4K16ac, set by the DCC, slightly dropped and the heterochromatin mark H3K9me2 slightly increased (Fig. 4 and Supplementary Fig. 8a,b). This demonstrates that JASPer per se does not need JIL-1 for H3K36me3 interaction, but its binding is enhanced on the male X chromosome in the JJ-complex. Interestingly, the loss of JASPer after depletion of JIL-1 is stronger closer to the ~300 high affinity sites (HAS) bound by the DCC along the X chromosome (Supplementary Fig. 8c). Concomitantly, the spreading of MSL3 from HAS is slightly diminished and the H4K16ac density slightly drops but independently of the distance to HAS after *jil-1* RNAi. These small differences in the dosage compensation hallmark probably cannot explain the loss of JASPer enrichment. It thus appears that JASPer’s enrichment on the male X chromosome depends directly on JIL-1.

**Fig. 4:**
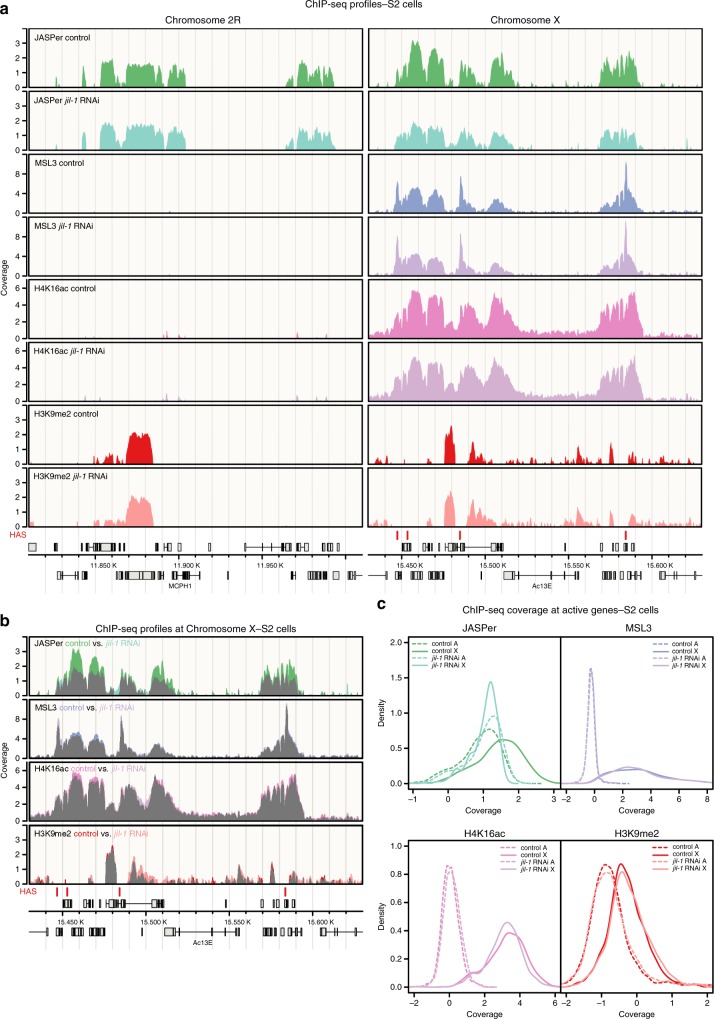
JIL-1 and not H4K16ac is responsible for the enrichment of JASPer at the male X chromosome. **a** Genome browser profile showing mean (*n* = 3, for MSL3 *n* = 2) spike-in ChIP-seq normalized coverage in control male S2 cells and after *jil-1* RNAi treatment from top to bottom for JASPer, MSL3, H4K16ac and H3K9me2 along representative 200 kb windows on chromosome 2R and X. HAS are marked by red bars above the gene models in gray. **b** Genome browser profile as in **a** showing mean (*n* = 3, for MSL3 *n* = 2) spike-in ChIP-seq normalized coverage in control male S2 cells and after *jil-1* RNAi treatment, from top to bottom for JASPer, MSL3, H4K16ac, and H3K9me2 along a representative 200 kb window on chromosome X. Signal overlay is marked in grey. **c** Density plot showing mean (*n* = 3, for MSL3 *n* = 2) spike-in ChIP-seq normalized coverage in control male S2 cells and after *jil-1* RNAi treatment at active (tpm > 1) genes for JASPer (top left), MSL3 (top right), H4K16ac (bottom left), and H3K9me2 (bottom right). X chromosomal genes (*n* = 1214) are represented by a solid line and autosomal genes (chromosomes 2L, 2R, 3L, and 3R, *n* = 5785) by a dashed line.

Because the main difference between the X chromosome and autosomes is the presence of the DCC and gene-body H4K16 acetylation, the enrichment of the JJ-complex on the X chromosome may be due to functional interactions of the JJ-complex with the DCC. Direct interaction of JIL-1 with MSL1 and MSL3 subunits of the DCC had been shown in vitro^45^, but so far no clear direct association of the two endogenous complexes has been documented (see also below). We explored the interaction between the two recombinant complexes after expression from baculovirus vectors. Extracts containing JJ-complex (FLAG-JIL-1/untagged JASPer) on the one hand and a partial DCC consisting of MSL1, MSL2, and MSL3 (FLAG-MSL1/untagged MSL2/FLAG-MSL3) on the other hand were mixed in appropriate stoichiometry^46^ and specific antibodies were used for IP (Supplementary Fig. 8d). The MSL1 antibody retrieved not only the associated MSL2 and MSL3, but also some JJ-complex. Conversely, the JIL-1 antibody immunoprecipitated MSL proteins in addition to abundant JJ-complex. This suggests that the two complexes may directly interact with each other. Altogether, the enrichment of the JJ-complex on the male X chromosome may be explained, at least in part, by a JIL-1-dependent interaction between the JJ-complex and the DCC.

### The JJ-complex supports expression of male X-linked genes

As we confirmed that the JJ-complex binds to active gene bodies, we wished to explore the functional consequences. 

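S2 cells, an embryonic line of male origin, and Kc cells, a line of female origin, were treated with double-stranded RNA at 10 µg/mL for 3 days and treated again for 4 more days. The double-stranded RNA was directed against *jasper* or *jil-1*, or against *gst* or *gfp* as a control. RNA depleted of ribosomal RNA was made into strand-specific libraries and sequenced in pairs of reads. S2 cells gave 5 control, 4 *jasper* RNAi and 5 *jil-1* RNAi samples in 3 batches, of which the third held only 1 control and 1 *jil-1* RNAi sample. Kc cells gave 4 samples of each kind in 2 batches. The authors aligned the reads to the fly genome with STAR and deposited the number of reads on each gene, as raw counts without normalization. Between 4038886 and 17648358 reads per S2 sample lay on the strand of a gene, with medians of 9483334 in control, 11185329.5 in *jasper* RNAi and 10972867 in *jil-1* RNAi samples. The Kc samples had between 2513223 and 17419281 such reads, and the medians were 10015571.5, 11879446.5 and 6138270.5 in the same order. Genes with more than 0 such reads in every sample of a cell line were kept, as the paper does, which left 8465 genes in S2 cells, 6761 of them autosomal (2L, 2R, 3L and 3R) and 1432 on the X. In Kc cells 8847 genes were kept, 7071 autosomal and 1499 X chromosomal. Changes were estimated from all samples of a line in one model with batch as a blocking variable. The coefficient of variation between replicates beyond counting error was 7.43% in S2 and 12.4% in Kc cells.

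The targeted genes were examined first. Reads on the strand opposite to *JASPer* were at least 126 CPM in each of the 4 S2 libraries labelled *jasper* RNAi and at most 9.97 in any other S2 library. In Kc cells the lowest value upon *jasper* RNAi was 19.3 and the highest elsewhere was 4.2. Opposite-strand reads on *JIL-1* were at least 104 CPM upon *jil-1* RNAi in S2 cells, where other libraries reached 12.5 at most, and at least 62.3 in Kc cells, where other libraries reached 6.91. On average over libraries, reads on the genes' own strand rose rather than fell. For *JASPer* in S2 libraries labelled *jasper* RNAi the log2 fold-change was 2.38 (standard error 0.64, adjusted p = 0.016, edgeR). For *JIL-1* in S2 libraries labelled *jil-1* RNAi it was 1.86 (standard error 0.46, adjusted p = 0.0092, edgeR). In Kc libraries the corresponding log2 fold-changes were 3.05 (standard error 0.96, adjusted p = 0.089, edgeR) and 1.86 (standard error 0.52, adjusted p = 0.068, edgeR). Own-strand reads on *JASPer* were below every control in 2 of the 4 S2 and 2 of the 4 Kc libraries labelled *jasper* RNAi and above every control in the other 2 of each line. The lowest of these libraries had 56.7 CPM in S2 and 15.5 in Kc cells, against at least 110 and 85.9 in the libraries without *jasper* RNAi. Own-strand reads on *JIL-1* were above every control in 3 of the 5 S2 and 3 of the 4 Kc libraries labelled *jil-1* RNAi. They were below every control in 0 of the S2 and 1 of the Kc libraries (37.5 CPM). S2 replicates 5 and 11, at 84.6 and 88.3 CPM, lay within the range of the controls. Where the excess lay on the strand of the gene, the source of these reads was not established. Such counts were therefore not read as a measure of the messenger RNA.

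**Figure D1:**
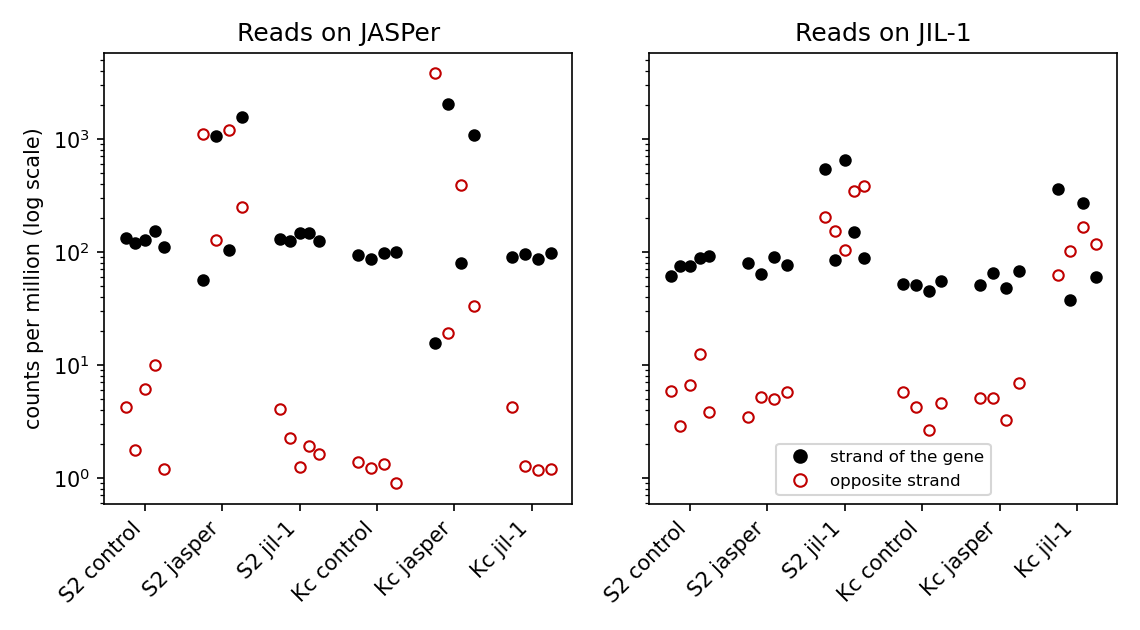
Reads on *JASPer* (left) and *JIL-1* (right) in each library, in CPM on a log scale, for the strand of the gene (filled) and the opposite strand (open), by cell line and RNAi. Opposite-strand reads on *JASPer* are 126 CPM or more in the S2 libraries labelled *jasper* RNAi and 9.97 or less in the other S2 libraries.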

To do so, we quantified the transcriptome changes by RNA-seq after RNAi depletion of JASPer or JIL-1 in male S2 and female Kc cells. 

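The PCA was repeated as the paper describes it, on DESeq2's rlog values corrected for batch with ComBat, for the 500 most variable genes of each cell line. In S2 cells the first component held 44.7% and the second 21.3% of the variance over 14 samples. On these axes the center of the *jasper* RNAi samples lay 5.81 units from the center of the *jil-1* RNAi samples and 8.37 units from the control center. The *jil-1* RNAi center was 7.41 units from the controls. The distance between both RNAi groups was thus 0.736 times their mean distance from the controls (jackknife standard error 0.111, n = 14). Samples lay on average 0.581 units from their own center in controls, 1.11 upon *jasper* RNAi and 0.971 upon *jil-1* RNAi, less than any distance between centers. In Kc cells the components held 33.2% and 20.6% of the variance, and the corresponding distances were 6.03, 7.20 and 6.83 units, a ratio of 0.860 (jackknife standard error 0.50, n = 12). The *jasper* RNAi samples of Kc cells were spread by 3.85 units around their own center, against 1.44 for the controls and 1.07 upon *jil-1* RNAi. This spread was uneven in the same way in both batches. On the first component replicates 1 and 3 lay at -0.00391 and -0.0264, and replicates 2 and 4 at 7.85 and 6.64, while the controls lay between -4.40 and -2.82 and the *jil-1* RNAi samples between -1.10 and 0.656. The same replicates differed in the strand of their reads on *JASPer*. Replicates 1 and 3 had 3779 and 392 CPM on the opposite strand against 15.5 and 78.9 on its own, and replicates 2 and 4 had 2041 and 1077 CPM on its own strand against 19.3 and 32.9. The labels do not say what parts these replicates. *JASPer* and *JIL-1* were not left out of the PCA, and no PCA was run without them. Own-strand reads on *JASPer* may thus add to the components and distances in both lines. The match between position and strand is therefore not independent. A single center describes the *jasper* RNAi samples of Kc cells poorly, and the ratio was not distinguishable from 1. In S2 cells *jasper* RNAi replicates 4 and 8 lay at 1.17 and 2.50 on the second component, and replicates 5 and 9 at 3.53 and 4.47. Replicates 4 and 8 had more reads opposite to *JASPer*, and replicates 5 and 9 more on its own strand. Without the correction for batch, the ratio in S2 cells was 0.453.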

PCA analysis showed that *jasper* and *jil-1* RNAi affected overall gene expression similarly (Supplementary Fig. 9a). The per-gene analysis showed that upon *jasper* and *jil-1* RNAi in both cell lines the transcription of many genes changed over a wide range of expression levels, with more genes being downregulated (fdr < 0.05) (Fig. 5a). 

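In S2 cells 1004 genes were down and 715 up upon *jasper* RNAi (adjusted p below 0.05, edgeR), which is 11.9% and 8.45% of the 8465 genes tested. *Jil-1* RNAi lowered 1038 and raised 772 genes in S2 cells. In Kc cells 247 genes were down and 156 up upon *jasper* RNAi, and 193 were down and 119 up upon *jil-1* RNAi, of 8847 genes tested. The median size of the log2 fold-change among these genes was 0.29 and 0.28 in S2 cells and 0.55 and 0.52 in Kc cells, for *jasper* and *jil-1* RNAi. Dropping batch from the model changed the counts by the largest factors, to 431 genes down and 214 up in S2 cells and 34 down and 24 up in Kc cells upon *jasper* RNAi.

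Of the genes past the threshold that changed the same way in every same-numbered pair, those with the largest changes upon *jasper* RNAi in S2 cells included *RpL22* (X, 762560 to 765130, FBgn0015288), which went from 259.8 ± 95.1 (SD, n = 5) to 46.2 ± 11.9 CPM (SD, n = 4). Its log2 fold-change was -2.64 (standard error 0.44, adjusted p = 0.00062), and its CPM differed 3.18-fold among the control S2 and 10.5-fold among the control Kc samples. *CR18228* fell by 2.56 on the log2 scale, while *CG8301* and *CG13229* rose by 1.65 and 1.60. These last genes were near the floor, with 1.04 and 1.01 CPM in controls and as few as 3 reads in a sample. Upon *jil-1* RNAi in S2 cells *Cyt-c1L* (3R, 29202660 to 29204133, FBgn0039651) rose from 1.02 ± 0.443 (SD, n = 5) to 16.0 ± 4.52 CPM (SD, n = 5), a log2 fold-change of 4.11 (standard error 0.18, adjusted p = 2.6e-10). *CG34355* rose by 2.08 on this scale, while *mmd* fell by 3.24 and *Cht10* fell by 2.80. The lowest counts in a sample were 7, 9 and 8 reads for these genes, and 5 for *Cyt-c1L*. In Kc cells *CG33181* (X, 8489348 to 8517029, FBgn0053181) rose upon both treatments, by 2.05 (standard error 0.45, adjusted p = 0.025) upon *jasper* RNAi and by 2.26 (standard error 0.47, adjusted p = 0.020) upon *jil-1* RNAi, from 0.584 ± 0.247 CPM in controls (SD, n = 4) and as few as 3 reads in a sample. The other genes of this kind in Kc cells were *CG6142* (2.21), *aly* (-1.76) and *loaf* (-1.59) upon *jasper* RNAi and *yl* (2.49), *CG43799* (-2.11) and *CG43064* (-2.10) upon *jil-1* RNAi, given as log2 fold-changes. Their counts were low too, with as few as 2 reads in a sample for *CG43799* and *CG43064* and 5 for *yl*. The lowest were 7 for *CG6142* and *aly* and 10 for *loaf*. *CG6142* also varied widely upon *jasper* RNAi (6.73 ± 5.45 CPM, SD, n = 4).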

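Across the 8465 genes of S2 cells the log2 fold-changes upon *jasper* and *jil-1* RNAi had a Pearson r of 0.592, and across the 8847 genes of Kc cells an r of 0.559. Genes are not independent replicates, so the error was taken from the replicates: with each of the 4 shared replicate numbers used alone, r lay between 0.500 and 0.587 in S2 cells (SD 0.0377) and between 0.426 and 0.645 in Kc cells (SD 0.0979). Each of these values comes from a single batch. In S2 cells 76.0% of genes changed in the same direction, 607 genes were down in both (adjusted p below 0.05) and 352 up in both, while 11 passed the threshold in opposite directions. In Kc cells 71.2% changed in the same direction, 62 genes were down in both and 41 up in both. Both contrasts use the same control samples. With different controls in the 2 contrasts, 2 for each, r was 0.391 in S2 and 0.341 in Kc cells, against 0.643 and 0.627 with the same 2 controls in both. Leaving out the reads on *JASPer* and *JIL-1* themselves gave an r of 0.595 and 0.562.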

The changes upon *jasper* and *jil-1* RNAi correlate (*r* = 0.597 in S2 and *r* = 0.561 in Kc cells), indicating that depletion of the JJ-complex and of JIL-1 alone result in a similar phenotype (Supplementary Fig. 9b). Remarkably, transcription of X chromosomal genes is globally reduced upon depletion of either protein in male S2, but not in female Kc cells (Fig. 5b). 

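Upon *jasper* RNAi in S2 cells the median log2 fold-change was -0.091 for the X chromosomal and 0.030 for the autosomal genes, a difference of -0.12 (SD 0.011, n = 4 pairs of samples with the same number). The difference was negative in 4 of 4 pairs, and its means within batches 1 and 2 were -0.12 and -0.11. An exact permutation test of the sample labels within batches, two-sided, gave p = 0.056, the smallest that its 36 permutations allow. Upon *jil-1* RNAi the medians were -0.082 and 0.021, a difference of -0.10 (SD 0.027, n = 5 pairs), negative in 5 of 5 pairs and -0.095, -0.072 and -0.13 in batches 1, 2 and 3 (exact permutation p = 0.028, the smallest that 72 permutations allow). Of the X chromosomal genes 69.2% had a negative log2 fold-change upon *jasper* RNAi and 67.9% upon *jil-1* RNAi, against 42.8% and 45.0% of the autosomal genes. In Kc cells the difference was 0.018 upon *jasper* RNAi (SD 0.030, n = 4 pairs, exact permutation p = 0.33). It was 0.034 upon *jil-1* RNAi (SD 0.028, n = 4 pairs, exact permutation p = 0.056, the smallest possible), with 4 of 4 pairs above 0 and means of 0.031 and 0.037 in batches 1 and 2. The contrast between the lines was tested itself. The mean over pairs in S2 cells minus that in Kc cells was -0.14 upon *jasper* RNAi (exact permutation of the line labels, p = 0.029, the smallest that 70 permutations allow) and -0.13 upon *jil-1* RNAi (p = 0.0079, the smallest of 126 permutations, exact). Taking means in place of medians moved the S2 differences most, to -0.085 and -0.076.

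**Figure D2:**
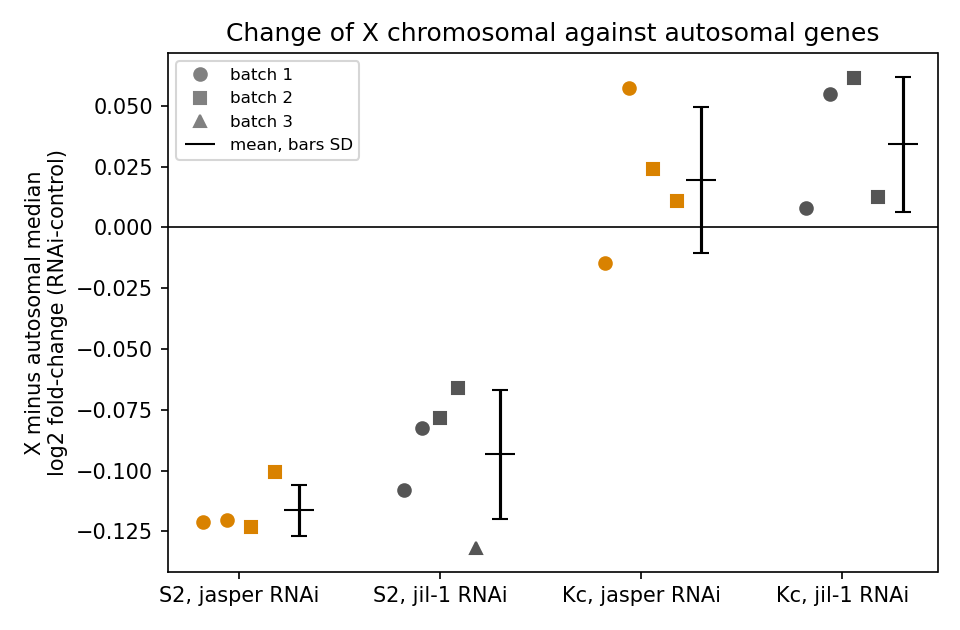
Median log2 fold-change of X chromosomal genes minus that of autosomal genes for each pair of RNAi and control samples with the same number, by cell line and RNAi; symbols give the batch, and the line with bars the mean and SD over pairs. All pairs of S2 cells lie between -0.13 and -0.066, and those of Kc cells between -0.015 and 0.061.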

We showed earlier that mapping JIL-1-dependent interphase H3S10ph in exponentially growing cells is not possible due to the overwhelming levels of mitotic H3S10ph^6^. Instead, we monitored changes in the diagnostic histone modifications H3K9me2 for heterochromatin and H4K16ac for dosage compensation upon JIL-1 depletion in male S2 cells using the spike-in ChIP-seq approach (Supplementary Fig. 9c). In agreement with a decreased expression of X-chromosomal genes, a small increase of H3K9me2 and a slight decrease of H4K16ac were observed. In a gene-by-gene analysis of X-linked genes, we observed that downregulated genes consistently tend to lose H4K16ac and JASPer or gain H3K9me2 (Supplementary Fig. 10). We related the slight increase of H3K9me2 to an increased susceptibility of the X chromosome to invasion of patches of heterochromatin as also seen in control cells (Supplementary Fig. 9c). The decrease in H4K16ac on the male X chromosome observed both globally (Fig. 4a,b) and specifically at expressed genes (Supplementary Fig. 9c) suggests that JIL-1 may affect H4K16ac indirectly.

**Fig. 5:**
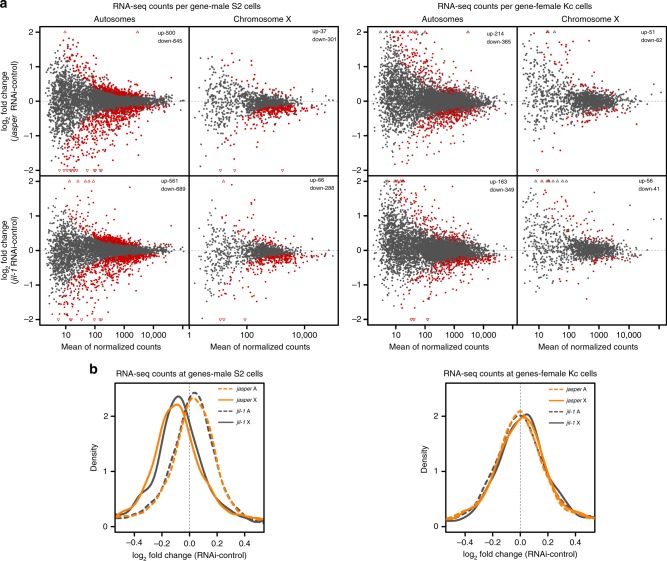
JIL-1 and JASPer depletion in cells modulates the transcriptional output of genes, especially on the male X chromosome. **a** MA-plot showing mean log_2_ fold-change of RNA-seq counts upon *jasper* RNAi versus control (upper panel, *n* = 4) and *jil-1* RNAi versus controls (lower panel, *n* = 5) against mean RNA-seq counts for robustly detected genes at autosomes (left, chromosomes 2L, 2R, 3L, and 3R *n* = 6833) and X chromosome (right, *n* = 1441) in male S2 cells (left site). Statistically significant differentially expressed genes between RNAi and control conditions (fdr < 0.05) are marked in red and the number of significant genes is indicated on the plot. On the right, mean log_2_ fold-change of RNA-seq counts upon *jasper* RNAi versus control (upper panel, *n* = 4) and *jil-1* RNAi versus controls (lower panel, *n* = 4) against mean RNA-seq counts for autosomal genes (left, chromosomes 2L, 2R, 3L, and 3R *n* = 7144) and X chromosomal genes (right, *n* = 1509) in female Kc cells (left site). **b** Density plot showing mean log_2_ fold-change of RNA-seq counts upon *jasper* RNAi versus controls (*n* = 4) and *jil-1* RNAi versus controls (*n* = 5) at genes in male S2 cells, in left panel, as in **a**. X chromosomal genes (*n* = 1441) are marked with solid line and autosomal genes (chromosomes 2L, 2R, 3L, and 3R, *n* = 6833) with dashed line and *jasper* RNAi additionally in orange. Right panel, mean log_2_ fold-change of RNA-seq counts upon *jasper* RNAi and *jil-1* RNAi versus controls (*n* = 4 each) at genes in female Kc cells. X chromosomal genes (*n* = 1509) and autosomal genes (chromosomes 2L, 2R, 3L, and 3R, *n* = 7144).

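Of the 6761 autosomal genes kept in S2 cells, 658 were down and 653 up upon *jasper* RNAi (9.73% and 9.66%), and 687 were down and 679 up upon *jil-1* RNAi. Of the 1432 X chromosomal genes, 311 were down and 47 up upon *jasper* RNAi (21.7% and 3.28%), and 298 were down and 77 up upon *jil-1* RNAi (20.8% and 5.38%). In Kc cells 209 autosomal genes were down and 118 up upon *jasper* RNAi, and 170 were down and 83 up upon *jil-1* RNAi. The X chromosomal genes of Kc cells had 33 down and 31 up upon *jasper* RNAi (2.20% and 2.07%) and 21 down and 30 up upon *jil-1* RNAi (1.40% and 2.00%). Of the 272 genes outside these chromosomes in S2 cells, 35 were down and 15 up upon *jasper* RNAi and 53 down and 16 up upon *jil-1* RNAi. The balance of autosomal genes in S2 cells depended on the scaling and the method. With TMM factors from autosomal genes only, 740 were down and 435 up upon *jasper* RNAi and 776 down and 558 up upon *jil-1* RNAi. Such factors shift all genes of a library alike, so this setting moves the balance by construction. The main fit had autosomal median log2 fold-changes of 0.030 and 0.021, for *jasper* and *jil-1* RNAi. With DESeq2 the numbers were 635 down and 485 up, and 680 down and 556 up. Upon *jil-1* RNAi more of them were up than down with filterByExpr (677 down, 704 up), with unstranded counts (604 down, 658 up) and in some fits that left out a sample.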

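Whether the response differed between the lines was tested gene by gene, with a term for the interaction of cell line and RNAi, on the 7909 genes kept in both lines. Upon *jasper* RNAi 237 genes had a lower log2 fold-change in S2 than in Kc cells and 105 a higher one (adjusted p below 0.05, edgeR). Of the 1345 X chromosomal genes among them, 55 were lower and 5 higher in S2 cells. Upon *jil-1* RNAi 283 genes were lower and 344 higher in S2 cells, with 89 lower and 18 higher on the X.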

Altogether our results suggest that JIL-1 overall positively regulates gene expression and that the effect is most pronounced on the X chromosome in male cells.

### The JJ-complex regulates expression of telomeric transposons

JIL-1 is the only known activator of the expression of non-LTR retrotransposons of the HTT arrays (*HeT-A*, *TAHRE,* and *TART-A/B/C*), which is essential for telomere maintenance in *Drosophila*^18,19^. Mapping our ChIP-seq data to the consensus sequences of 126 *D. melanogaster* transposable elements (TEs) we found that a subset of them showed an enrichment of H3K36me3 and JJ-complex in S2 cells (Fig. 6a). H3K36me3, JASPer, and JIL-1 are strongly enriched at all transposons of the HTT arrays, as well as at the LTR-retrotransposons *Gypsy5* and *3S18* (Fig. 6a). Depletion of JIL-1 and JASPer by RNAi led to statistically significant reduced expression (fdr < 0.05) of the majority of TEs (Fig. 6b, Supplementary Fig. 11a). The good correlation of the effects of each RNAi (*r* = 0.850) supports the idea of a joint action of JIL-1 and JASPer in a functional complex (Supplementary Fig. 11b). Among telomeric TEs, which are bound by the JJ-complex, the expression of *HeT-A* and *TART-A* is reduced after JASPer depletion and *TART-B* and *TART-C* are additionally downregulated after JIL-1 depletion. However, we do not robustly detect expression of *TAHRE*. Even though we found many more significantly downregulated TEs in S2 cells, we propose that this is indirect as these TEs lack detectable H3K36me3 enrichment and JJ-complex binding (Fig. 6a, b). However, the TEs of the HTT arrays seem to be mostly active and lack H3K9me2. Upon JIL-1 depletion, we detected an increase in H3K9me2 at the TEs of the HTT arrays, except for *TART-C* (Fig. 6c, Supplementary Fig. 11). Concomitantly, the enrichment of JASPer is decreased at all transposons of the HTT arrays upon JIL-1 depletion (Supplementary Fig. 12), suggesting that either H3K36me3 is decreased there because of the lower expression and/or JIL-1 contributes to the enrichment of the JJ-complex at telomeres.

**Fig. 6:**
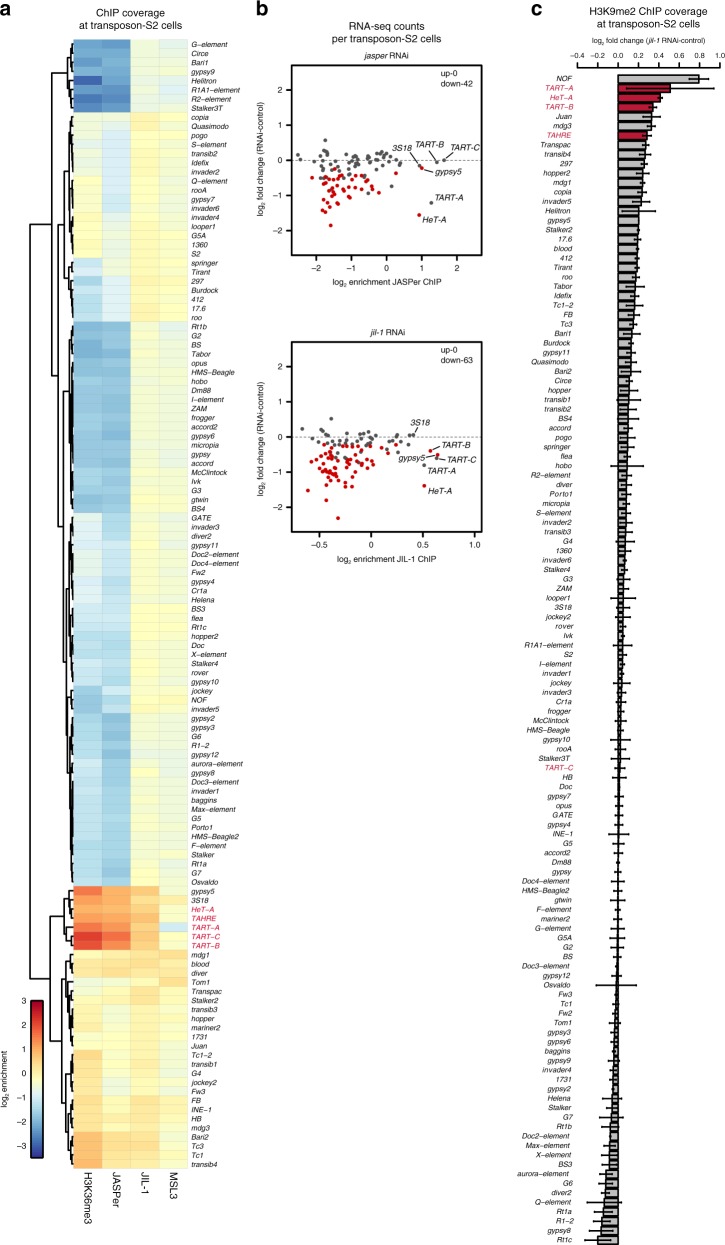
JIL-1 and JASPer depletion in S2 cells decrease the transcript level of transposons of the telomeric transposons of the HTT arrays. **a** Heatmap showing mean normalized log_2_ enrichment in H3K36me3 (*n* = 4), JASPer (*n* = 4), JIL-1 (*n* = 5), and MSL3 (*n* = 3) MNase ChIP-seq at transposons (*n* = 124) in male S2 cells. Transposons of the HTT array are marked in red. **b** Scatter plot showing mean log_2_ fold-change of RNA-seq counts upon *jasper* RNAi versus control and *jil-1* RNAi versus control against mean normalized log_2_ enrichment in JASPer (*n* = 4, upper panel) and JIL-1 (*n* = 5, lower panel) MNase ChIP-seq, respectively, at robustly detected transposons in male S2 cells (*n* = 111). Statistically significant differentially expressed transposons between RNAi and control conditions (fdr < 0.05) are marked in red and the number of significant genes is indicated on the plot. TEs of the HTT arrays, *gypsy5*, and *3S18* are labeled. **c** Bar plot of difference of mean H3K9me2 (*n* = 3 each) spike-in ChIP-seq normalized coverage after *jil-1* RNAi treatment and control male S2 cells at transposons (*n* = 124) in male S2 cells. Error bars represent standard error of the mean. TEs of the HTT arrays are marked in red.

Altogether, we propose that TE’s of the HTT arrays acquire H3K36me3 when they are transcribed and recruit the JJ-complex to maintain their active state at least in part by preventing heterochromatization.

### The JJ-complex associates with other chromatin complexes

To elucidate the interaction network of the JJ-complex, we immonoprecipitated JASPer with various antibodies under stringent conditions from embryo extracts and identified associated proteins by mass spectrometry. We identified 69 statistical significantly enriched proteins (*p*-value < 0.05 and log_2_ fold-change > 4) (Fig. 7a, Supplementary Data 1). The five most enriched GO terms associated to those proteins include ‘chromatin remodeling’, ‘protein acetylation’, ‘chromatin organization’, and ‘transcription from RNA Pol II promoters’ and its regulation (Fig. 7b). Among the most enriched interacting proteins we found BOD1, Dpy-30L1, Rbbp5, and Set1, subunits of the Set1/COMPASS complex mediating promoter-proximal H3K4 dimethylation and trimethylation [for review^47^]. Dpy-30L1 and Rbbp5 are common subunits of the different COMPASS complexes, containing one of the three histone methyltransferases Set1, Trx, and Trl in flies. Interestingly, BOD1/CG5514 had not been described in the *D. melanogaster* Set1/COMPASS complex but is a specific subunit of the Set1B/COMPASS complex in humans^48,49^. The next most represented interactors were the related PBAP and Brm remodeling complexes with e(y)3, polybromo, Bap170, Bap111, and Snr1 (Fig. 7a and Supplementary Fig. 13). Further subunits of the PBAP/Brm complex and other subunits of remodeling complexes were also enriched, though below statistical significance of this experiment (Fig. 7b). Furthermore, we found the heterochromatin components Su(var)3-7 and Su(var)205 (HP1) significantly enriched (Fig. 7a), which are known to genetically interact with JIL-1^14,15^. Several published interactors of JIL-1, like Chromator^50^ or MSL1 and MSL3^45^ were not detected or not significantly enriched, possibly because of more dynamic association. Among the subunits of the DCC, only MOF was detected together with other subunits of the alternative MOF-containing NSL (non-specific-lethal) complex (Fig. 7a). NDF (nucleosome destabilizing factor) which was found associated with JIL-1 by mass spectrometry after cross-linking^51^ was also enriched (Fig. 7a). NDF has recently been shown to destabilize nucleosomes in front of the transcribing polymerase, but its depletion had only minor effects on overall transcript levels^52^. We speculated that the JJ-complex and NDF may have redundant functions on transcription. Therefore, we compared the transcriptome changes in male S2 cells after RNAi depletion of either JASPer or NDF alone, or in combination. Although, the depletion efficiency is only partial for NDF (Supplementary Fig. 13a), PCA separates the single *jasper* and *ndf* RNAi samples well from the control samples (Supplementary Fig. 13b). However, the combined depletions showed no increased variance, and the expression changes after JASPer or NDF depletion show only a weak correlation (*r* = 0.39, Supplementary Fig. 13c). Although, JASPer and NDF co-localize to active genes marked by H3K36me3, they seem to not have redundant roles in the regulation of steady state mRNA levels.

**Fig. 7:**
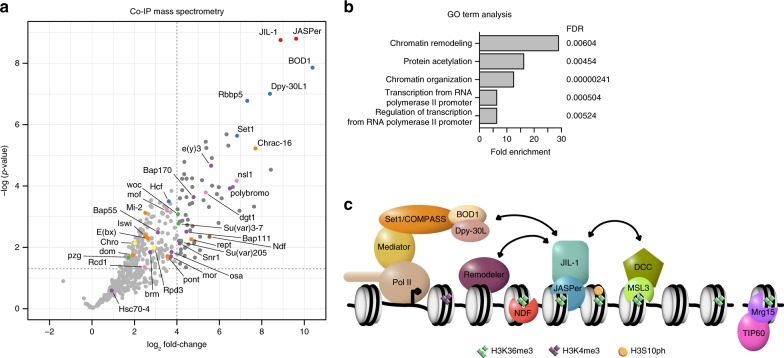
The JASPer interaction network and other H3K36me3 binding proteins and complexes in *Drosophila melanogaster*. **a** Volcano plot of IP-MS showing –log_10_(*p*-values) against mean log_2_ fold-change in α-JASPer IP (*n* = 6) versus control IP (*n* = 5). Significantly enriched (*p*-value < 0.05 and log_2_ fold-change > 4) proteins (*n* = 69) are highlighted in dark gray. JIL-1 and JASPer are marked in red, Set1/COMPASS complex members in blue, PBAP/Brm complex members in purple, other proteins involved in chromatin remodeling in orange, NSL complex members in pink, Su(var)3-7, Su(var)205, woc and pzg in green, Chro and Rpd3 in yellow and NDF in brown. **b** Bar plot showing GO term enrichment of significantly enriched proteins shown in **a**. The five statistically significantly (fdr < 0.01) most enriched GO terms are shown. **c** Model of JJ-complex binding at H3K36me3 marked gene bodies and interactions with other complexes. Interactions presented here are indicated by arrows. Other known H3K36me3 binding proteins (NDF and Mrg15) are drawn at the lower side.  We propose that phosphorylation by JIL-1 kinase is tightly regulated in space and time in part by its partner JASPer which stabilizes and anchores the kinase to active genes and telomeric transposons by binding to H3K36me3 nucleosomes via its PWWP domain. Regulation by JASPer affects any potential phosphorylation by JIL-1, in particular H3Ser10 phosphorylation which is involved in inhibition of heterochromatinisation.

In summary, we found that the JJ-complex associated with Set1/COMPASS and several nucleosome remodeling complexes. These interactions provide links for understanding the regulation of chromatin structure and function through the JJ-complex.

## Discussion

We showed that JIL-1 kinase forms as stable complex with a so far uncharacterized protein encoded by *CG7946*. We named the protein JASPer (JIL-1 Anchoring and Stabilizing Protein). Together the proteins form the JASPer/JIL-1 (JJ)-complex (Fig. 1), which is the major form of JIL-1 kinase in vivo, since JIL-1 is unstable in the absence of JASPer (Fig. 2). The interaction is mediated by a short stretch of conserved residues within JIL-1’s CTD containing a conserved FxGF motif and the LEDGF domain of JASPer. This interaction mode seems to be conserved throughout the animal kingdom, since the human JASPer ortholog PSIP1 (or LEDGF/p75) binds via its LEDGF/IBD (Integrase Binding Domain) domain to various interaction partners, including HIV integrase, MLL1-MENIN complex and IWS1 containing the conserved FxGF motif^29^. These interactions may also trigger deleterious targeting. For example, PSIP1 is hijacked by the HIV integrase to ensure integration of the viral genome in active chromatin, or PSIP1 mis-targets the MLL1 fusion in mixed-lineage leukemia (MLL), inducing malignant transformation. Interestingly, the stability of the interaction with MLL1 is regulated through phosphorylation^29^. We found similar proteins and complexes associated with the JJ-complex under stringent IP-MS conditions. The most prominent interactors, Dpy-30L1, BOD1, Rbbp5, and Set1 are subunits of the Set1/COMPASS complex, which is related to the human MLL complexes. Several subunits of the PBAP/Brm complex, as well as other remodeling complexes are also enriched with the JJ-complex and contribute to the most enriched GO term (Fig. 7).

We suggest that JASPer drives the targeting of JIL-1 to active chromatin through its PWWP domain. The protein binds DNA and RNA, as well as H3K36me3 nucleosomes in vitro. We propose that the recruitment of the JJ-complex to the body of active genes enriched in H3K36me3 (Fig. 3) is the main recruitment mode of JIL-1 kinase to chromatin, but we do not exclude that additional binding modes are relevant at promoters and enhancers as described earlier^8,21^. Those binding modes could implicate interactions with other chromatin complexes, RNA or DNA. Recently, the protein PWWP2A protein was described to bind H2A.Z-containing nucleosomes at the 5’ end of transcribed genes, as well as active gene bodies decorated with H3K36me3 using two different binding modules^35,53^.

The same targeting principle by JASPer binding via its PWWP domain to H3K36me3 may be used to recruit JIL-1 to telomeric HTT transposons (Fig. 6). However, it is not clear if those transposons acquire H3K36me3 through the Set2-dependent methylation associated with elongating RNA Pol II, as coding genes do^54^ or by another mechanism.

The recombinant JJ-complex has a strong kinase activity towards S10 on isolated H3 in vitro but the efficiency of phosphorylating H3S10 in nucleosomes is very low (Supplementary Fig. 4). H3K36me3 is essential to bring JIL-1 to active chromatin, but is not sufficient to unleash its kinase activity upon nucleosomes in vitro. We speculate that JIL-1 may need to be activated by specific signals generated within chromatin or downstream of a signaling pathway, similarly to its orthologous kinases MSK1/2 [for review see ref. ^55^]. However, the nucleosome may not be the physiological substrate for JIL-1. During the course of transcription, nucleosomes are disassembled and evicted histones associate with various chaperones to be reassembled after the passage of the polymerase [for review see ref. ^56^]. Thus, H3 substrate for JIL-1 phosphorylation in vivo could also be any intermediate, occurring during the transcription process.

Methylation of H3K36 at active chromatin has pleiotropic functions in various model organisms, such as repression of spurious transcription, alternative splicing, DNA repair and recombination [for review see ref. ^57^]. We summarize in Fig. 7c, the different factors known to localize to H3K36me3 chromatin in *D. melanogaster*. Recently, a H3K36R mutant of the replication-dependent H3 in *D. melanogaste*r, resulting in almost complete loss of H3K36me3, showed that this residue is essential for viability^58^ and triggers dysregulation of transcript levels mostly by post-transcriptional mechanisms^59^. Our results are compatible with an indirect function of H3K36me3 on transcriptional output.

It is attractive to speculate that JIL-1 may affect gene activity indirectly through installation of a phospho-methyl switch in interphase. Accordingly, phosphorylation of H3S10 prevents methylation of H3K9, which would hinder heterochromatinization by inhibiting further H3K9 methylation and HP1 binding^9,14^. We found that in *JASPer*^*cw2/cw2*^ deficient flies, as already described for *JIL-1*^*z2/z2*^ null flies, heterochromatin histone marks and HP1 spread from the chromocenter especially to the X chromosome on polytene nuclei of salivary glands (Fig. 2d). JIL-1 depletion in S2 cells induces a small but significant increase of H3K9me2 on genes (Supplementary Figs. 8, 9c) in S2 cells. The quantification of H3K9me2 on transposons of the X chromosome is not yet possible due to the lack of annotation of these elements. However, transposons of the HTT arrays, which are in a heterochromatic environment, clearly acquire H3K9me2. The apparent difference in the magnitude of H3K9me2 spreading between the salivary gland cells and S2 cells might be due to several reasons. First, the strong mitotic H3S10ph by Aurora B kinase might reset the system at each cell division in cultured cells. Second, the endoreplication in salivary gland cells might exacerbate the antagonism between H3S10ph and H3K9me2 due to replication as described in mESCs^7^. Third, the absolute amount of H3K9me2 spreading on the X chromosome, although evident on polytene chromosome preparations might be low, as observed in mESCs^7^.

The most prominent effect in our RNA-seq experiments is the specific reduction of X-chromosomal transcription in male S2 but not female Kc cells. Because the JJ-complex is also enriched on the X chromosome in male cells in a JIL-1- and dosage compensation dependent manner (Fig. 4), there may be a link either to the specific compensation mechanism established by the DCC or to a more general compensation mechanism known to occur in response to variation in copy number of genes. Such a ‘generic’ compensation mechanism has been described in many eukaryotes, as well as in various *Drosophila* cell lines^60,61^. There are two main arguments for the first scenario: the enrichment of the JJ-complex on the X chromosome in males depends on the DCC and decreases with increasing distance to HAS [ref. ^6^ and Supplementary Fig. 8b] and we documented a weak but consistent interaction of the recombinant JJ-complex and partial DCC (Supplementary Fig. 8c).

Finally, we can imagine a role for the JJ-complex in the context of safeguarding genome stability threatened by R-loop formation. The presence of H3S10ph at transcribed regions has been related to the formation of R-loops, and proposed to be important to prevent genomic instability^62,63^. In *Drosophila* cells, almost 50% of R-loops detected by GRID-seq appear within genes^64^. The formation of R-loops and associated proteins could trigger the activation of JJ-complex for efficient H3S10 phosphorylation. Ectopic H3S10ph by JIL-1 correlates with large-scale chromatin opening in vivo^65^ although H3S10ph per se has no effect on chromatin structure in vitro^66^. Conceivably, other proteins than H3 may be relevant substrates for the JJ-complex. Chromatin remodeling enzymes, which correspond to the most significantly overrepresented GO term in our unbiased IP-MS analysis of the JJ-complex interaction network would be good candidates for such regulation.

In summary, we showed that JASPer is essential for JIL-1 function: it stabilizes JIL-1 and recruits it to transcribed chromatin. Future goals will be to unravel the signaling events that lead to activation of the JJ-complex, its non-histone substrates and role in modulating chromatin structure and function.

## Methods

### Cell culture and RNAi

S2-DRSC (DGRC stock # 181), Kc167 (DGRC stock # 1) cells were cultured in Schneider’s *Drosophila* Medium (Thermo Fisher), supplemented with 10% heat-inactivated Fetal Bovine Serum (Sigma-Aldrich), 100 units/mL penicillin and 0.1 mg/mL streptomycin (Sigma-Aldrich) at 26 °C. RNAi against target genes in S2 and Kc cells for ChIP-seq was performed for 7 days in 1 or 2 flasks (75 cm^2^) seeded with 12 million cells and treated with 50 µg dsRNA/flask after a wash in serum free medium^46^. Fresh medium was added at day 5 to sustain growth. For RNAi against target genes in S2 and Kc cells for RNA-seq, cells were washed with serum-free medium and 10 µg dsRNA per 10^6^ cells at a concentration of 10 µg/mL in serum-free medium (10^6^ cells in 6-well plate) was added, incubated for 10 min at room temperature (RT) with slight agitation and further 50 min at 26 °C. Two volumes of complete growth medium were added and cells were incubated for 3 days at 26 °C. At day 3, cells were split, reseeded and retreated as at day 1. Cells were incubated for further 4 days at 26 °C. dsRNA was generated from PCR products obtained using the following forward and reverse primers (separated by comma):

*jasper* RNAi #1: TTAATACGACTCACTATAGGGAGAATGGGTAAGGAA, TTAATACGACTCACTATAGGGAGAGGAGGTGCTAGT;

*jasper* RNAi #2: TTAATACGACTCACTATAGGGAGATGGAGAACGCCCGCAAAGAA, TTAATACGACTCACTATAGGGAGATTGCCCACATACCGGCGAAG;

*jil-1* RNAi #1: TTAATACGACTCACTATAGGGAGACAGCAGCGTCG, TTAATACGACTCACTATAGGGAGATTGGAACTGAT;

*jil-1* RNAi #2: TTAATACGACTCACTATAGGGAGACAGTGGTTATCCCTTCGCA, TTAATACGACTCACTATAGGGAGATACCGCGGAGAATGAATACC;

*gst* RNAi: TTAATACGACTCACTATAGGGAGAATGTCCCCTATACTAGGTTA, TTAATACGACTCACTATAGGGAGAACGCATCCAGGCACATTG;

*gfp* RNAi: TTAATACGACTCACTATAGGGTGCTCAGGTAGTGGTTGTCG,

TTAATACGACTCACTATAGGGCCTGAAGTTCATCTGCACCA;

*ndf* RNAi #1: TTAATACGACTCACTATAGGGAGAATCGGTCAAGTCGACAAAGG, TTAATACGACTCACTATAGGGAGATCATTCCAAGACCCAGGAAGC;

*ndf* RNAi #2: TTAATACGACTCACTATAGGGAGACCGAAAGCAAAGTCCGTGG, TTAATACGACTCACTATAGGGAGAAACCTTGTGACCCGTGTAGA;

*D. virilis* 79f7Dv3 cells^67^ (kind gift of B. V. Andrianov) were cultured in Schneider’s *Drosophila* Medium (Thermo Fisher), supplemented with 5% heat-inactivated Fetal Bovine Serum (Sigma-Aldrich), 100 units/mL penicillin, and 0.1 mg/mL streptomycin (Sigma-Aldrich) at 26 °C.

Sf21 cells (Thermo Fischer) were cultured in SF900 II SFM (Thermo Fisher), supplemented with 10% heat-inactivated Fetal Bovine Serum (Sigma-Aldrich), 0.1 mg/mL gentamicin (Sigma-Aldrich) at 26 °C.

### Recombinant protein expression and purification

For purification of GST-JASPer fusion protein, the coding sequence of *JASPer* (*CG7946-RA*) from EST clone LD23804 was cloned into pGEX-4T2. GST-JASPer was expressed in *E. coli* Rosetta 2 (DE3) (Merck) and purified using Glutathione Sepharose High Performance beads (GE Healthacare) for antibody generation. For all biochemical assays, we used the baculovirus expression system in Sf21 cells. For purification of recombinant JASPer and aromatic cage mutant (Y23A and W26A) by FLAG-tag affinity chromatography, the coding sequence of *JASPer* was directly fused to a C-terminal coding sequence of FLAG affinity tag and cloned into pFBDM under control of the polyhedrin promoter^22^. For dual expression of the JJ-complex, we cloned *FLAG-JIL-1* or active sites mutant (D407A and D759A) and fragments thereof into pFBDM under the control of the polyhedrin promoter together with untagged *JASPer* or aromatic cage mutant (Y23A and W26A) and fragments thereof under the control of the p10 promoter. An N-terminal FLAG tag was directly cloned in front of the *JIL-1* gene (JIL-1-RA)^16^. FLAG-MSL3 was expressed from pFastBac1 as described^68^. FLAG-MSL1 was expressed from pFBDM under the control of the polyhedrin promoter together with untagged MSL2 under the control of the p10 promoter (Müller et al., manuscript in preparation).

The JJ-complex and JASPer were expressed in Sf21 cells and purified by FLAG-tag affinity chromatography, as previously described^69^ with minor modifications. In brief, Sf21 cells at 10^6^ cells/mL (250 × 10^6^ cells) were infected 1:1000 (v/v) with baculovirus, expressing JJ-complex or JASPer-FLAG. After 72 h, cells were harvested and washed once in Phosphate buffered saline (PBS), frozen in liquid nitrogen and stored at −80 °C. To lyse, cells were rapidly thawed, resuspended in 5 mL Lysis Buffer per 50 mL of culture (50 mM HEPES pH 7.6, 400 mM NaCl, 1 mM MgCl_2_, 5% (v/v) glycerol, 0.5% (v/v) IGEPAL CA-360, 1 mM DTT) supplemented with cOmplete EDTA-free Protease Inhibitor Cocktail (Sigma-Aldrich) (PI). The suspension was sonicated for 60 s at 20% Amplitude (Branson-Sonifier) with 5 s ‘on’ and 10 s ‘pause’ cycles. Cell extract was treated with 1 µL Benzonase (Merck), supplemented with 0.15% (v/v) Triton-X-100, incubated with end-over-end rotation for 30 min at 4 °C and spun down at 4 °C for 30 min at 50,000×*g*. The supernatant was used for FLAG-tag affinity purification with 1.2 µL of FLAG-M2 bead bed volume (Sigma-Aldrich) per 1 mL of culture. Beads were first washed thrice in 20 bed volumes of Lysis Buffer, subsequently supernatant was added and incubated with end-over-end rotation for 3 h at 4 °C. Beads were pelleted (4 °C, 5 min, 500×*g*) and supernatant was removed. Beads were washed twice with 20 bed volumes each of Lysis Buffer, Wash Buffer (Lysis Buffer with 1 M NaCl) and finally twice with 20 bed volumes Elution Buffer (Lysis Buffer with 200 mM NaCl). For protein elution, beads were incubated with 0.2 bed volumes of Elution Buffer containing 5 mg/mL FLAG peptide (Sigma-Aldrich) for 10 min at 4 °C and subsequently 0.6 bed volumes of Elution Buffer with PI were added and incubated with end-over-end rotation for 2 h at 4 °C. The elution step was repeated and elution fractions were combined and concentrated if needed. Protein concentration was determined using BSA standards on SDS-PAGE with Coomassie brilliant blue G250 staining. Protein samples were flash-frozen in aliquots in liquid nitrogen and stored at −80 °C. For nucleosome IP, buffer was exchanged by adding 9 volumes of Exchange Buffer 1 (50 mM HEPES pH 7.6, 500 mM NaCl, 1 mM MgCl_2_, 10% (v/v) glycerol, 0.05% (v/v) Triton-X-100, 1 mM DTT, 0.5 mM EDTA, 2.5 mM L-Aspartate), and concentrating with 30 MWCO Amicon Ultra-15 (Merck) to the starting volume. The proteins were again diluted in 9 volumes of Exchange Buffer 2 (Exchange Buffer 1 with 200 mM NaCl) and concentrated with 30 MWCO Amicon Ultra-15 (Merck).

### Electro mobility shift assay

EMSA with dsDNA was performed as described in ref. ^70^, with slight modifications. In brief, binding reactions containing 70 nM 40 bp Cy5-labeled dsDNA (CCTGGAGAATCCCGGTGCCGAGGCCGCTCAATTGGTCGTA) in Binding buffer (50 mM HEPES pH 7.6, 50 mM NaCl, 10% (v/v) Glycerol, 2 mM MgCl_2_, 10% (w/v) BSA) were incubated for 10 min at RT. EMSA with RNA was performed as described in ref. ^33^ with 2.5 nM 123 nt ^32^P-labeled roX2-123 RNA in EMSA buffer (25 mM HEPES pH 7.6, 100 mM KCl, 3 mM MgCl_2_, 1 mM DTT, 5% (v/v) glycerol, 100 μg/mL yeast tRNA (Sigma)) for 15 min at 20 °C. The protein:DNA/RNA complexes were resolved by native PAGE (4% gel in 0.5× TBE running buffer).

### Generation of *JASPer* null mutant fly line

The *JASPer* null allele *cw2* was isolated in a screen for imprecise excisions from the EP-element line GS3268 from the Kyoto Stock Center using standard techniques^71^ and as previously described^1^. The approximate breakpoint locations determined by PCR-analysis are shown in Fig. 2c.

### Antibodies

Polyclonal antibodies against JIL-1, α-JIL-1 R69, and R70 were described in ref. ^6^ and Hope in ref. ^20^. GST-JASPer (1–475) was used to generate polyclonal antibodies (α-JASPer GP13 and GP14) in guinea pigs (Eurogentech), as well as the monoclonal (E. Kremmer) antibodies α-JASPer 6F7 and 4D8. α-NDF was a kind gift from J. Kadonaga^72^ and GST-MSL3 was used to generate polyclonal antibodies (α-MSL3) in guinea pig (Pineda Antikörper-Service)^73^. The following commercially available antibodies were used: α-H3K36me3 (Abcam, ab9050), α-FLAG (Sigma, F3161), α-H3K9me2 (Abcam, ab1220), α-H3 (Cell Signaling, 9715), α-H3S10ph (Cell Signaling, 9701), α-H4 (Abcam, ab10158), α-H4K16ac (Millipore, 07-329), α-Tubulin (Sigma-Aldrich, T9026), and α-LacI (Millipore, 05-503). For western blots, working concentrations of antibodies were empirically determined (polyclonal sera: 1/500–1/5000; monoclonal culture supernatants: ½–1/10). All antibody dilutions in PBS 3% BSA were reused several times. For detection either the infra-red based Odyssey system (Li-Cor) or the ECL based chemiluminescence system with Chemidoc Touch (Bio-rad) were used.

### Immunofluorescence microscopy of polytene chromosomes

Immunofluorescence microscopy analysis of polytene chromosome squash preparations was performed as described in ref. ^74^. *LacI-*tagged *JIL-1* constructs and the Lac operator insertion line *P11.3* were described in refs. ^31,65^. These lines include: *LacI-JIL-1-FL*, *LacI-JIL-1-CTD*, and *LacI-JIL-1-ΔCTD*. GAL4-expression was driven by generating recombinant lines with *Sgs3-GAL4* and *da-GAL4* drivers obtained from the Bloomington Stock Center. Antibody labeling protocols were as in ref. ^75^. DNA was visualized by staining with Hoechst 33258 (Molecular Probes) in PBS. The appropriate species-specific and isotype-specific Texas Red-conjugated, TRITC-conjugated, and FITC-conjugated secondary antibodies (Cappel/ICN, Southern Biotech) were used (1:200 dilution) to visualize primary antibody labeling. Mounting of the preparations was in 90% glycerol including 5% n-propyl gallate. Epifluorescence optics were used to examine the preparations on a Zeiss Axioskop microscope. Images were obtained and digitized using a Spot CCD camera. Photoshop (Adobe) was used to pseudocolor, image process, and merge images. Non-linear adjustments were performed for some images of Hoechst labeling for the best chromosomal visualization.

### JASPer identification

Nuclear extract from fly embryos were prepared from 12 h embryo collections as described in ref. ^76^. For preparative immunoprecipitation (IP), 300 µg nuclear embryo extract 0–12 h at a concentration of 3 mg/mL in HEMG100 buffer (25 mM HEPES pH 7.6, 100 mM KCl, 10% (v/v) glycerol, 0.1 mM EDTA, 12.5 mM MgCl_2_) were used per IP. Protein A and Protein G beads mix (1:1) (GE Healthcare) were washed with HEMG100. The diluted extract was pre-cleared with 15 µL (30 µL 50% slurry) Protein A:Protein G beads mix by incubating with end-over-end rotation for 1 h at 4 °C. Beads were pelleted and supernatant was directly used for IP. For IP, the reaction was added to 15 µL (30 µL 50% slurry) Protein A:Protein G beads (GE Healthcare) pre-coupled with antibodies. For pre-coupling, beads were washed with HEMG100 buffer and incubated with end-over-end rotation for 1 h at 4 °C with 2 µg antibodies in HEMG100, using affinity-purified α-JIL-1 R69 and R70 and non-specific rabbit IgG as control. Beads were washed with HEMG100, the extract was added and incubated with end-over-end rotation for 1 h at 4 °C. Beads were spun down and washed three times with HEMG100. Proteins were eluted by incubating beads with HEMG100 supplemented with 0.5% (m/v) N-lauroylsacrosine with end-over-end rotation for 1 h at 4 °C. Proteins were separated by 4–20% gradient SDS-PAGE, stained by Coomassie brilliant blue G250 staining and the most prominent band was cut out for mass spectrometry analysis.

### Immunoprecipitation from embryo extracts

Nuclear extract from fly embryos were prepared from 12 h embryo collections as described in ref. ^76^. For each IP, 400 µg of extract was diluted to 1 mg/mL in BBN buffer (10 mM Tris/Cl pH 8.0, 140 mM NaCl, 1 mM EDTA, 1% (v/v) Triton X-100, 0.1% (v/v) Na deoxycholate, 0.1% (v/v) IGEPAL-CA-360, 0.5 mM DTT) supplemented with cOmplete EDTA-free Protease Inhibitor Cocktail (Sigma-Aldrich). Protein G beads (GE Healthcare) were washed thrice with 10 bed volumes BBN buffer. The diluted extract was pre-cleared with 10 µL (20 µL 50% slurry) Protein G beads by incubating with end-over-end rotation for 1 h at 4 °C. Beads were pelleted at 4 °C for 5 min at 500×*g* and supernatant was directly used for IP. For IP/MS analysis, IP’s were performed from two independent nuclear embryo extracts with two different α-JASPer polyclonal Sera (GP13 and GP14) and two different culture supernatants containing monoclonal antibodies (6F7 and 4D8), as negative control a non-specific serum or culture medium of hybridomas was used. The supernatant was added to 25 µL (50 µL 50% slurry) Protein G beads (GE Healthcare) pre-coupled with antibodies. For pre-coupling, beads were washed thrice with BBN buffer and incubated with end-over-end rotation for 3–4 h at 4 °C with 1.5 mL culture supernatant containing monoclonal antibody and culture medium of hybridomas as control or 2 µL serum in BBN buffer. Beads were washed thrice with BBN buffer, the extract was added and incubated with end-over-end rotation for 3–4 h at 4 °C. Beads were spun down and washed thrice with 40 bed volumes BBN buffer and twice in 10 bed volumes 50 mM Tris/Cl pH 7.5 by incubating with end-over-end rotation for 10 min at 4 °C before handing over to the proteomics core facility.

### Mass spectrometry and data analysis

Whole IPs were used for trypsin digestion and mass spectrometry (IP/MS) identification of binding partners. For LC-MS/MS purposes, desalted peptides were injected in an Ultimate 3000 RSLCnano system (Thermo), separated in a 15-cm analytical column (75 μm ID home-packed with ReproSil-Pur C18-AQ 2.4 μm from Dr. Maisch) with a 50-min gradient from 5 to 60% acetonitrile in 0.1% formic acid. The effluent from the HPLC was directly electrosprayed into a Q Exactive HF (Thermo) operated in data-dependent mode to automatically switch between full scan MS and MS/MS acquisition. Survey full scan MS spectra (from *m*/*z* 375–1600) were acquired with resolution *R* = 60,000 at *m*/*z* 400 (AGC target of 3 × 10^6^) and MS/MS spectra with resolution 15,000 at *m*/*z* 400 (AGC target of 1 × 10^5^). The 10 most intense peptide ions with charge states between 2 and 5 were sequentially isolated to a target value of 1 × 10^5^, and fragmented at 27% normalized collision energy. Typical MS conditions were: spray voltage, 1.5 kV; no sheath and auxiliary gas flow; heated capillary temperature, 250 °C; ion selection threshold, 33.000 counts. MaxQuant version 1.5.2.8^77^ was used to identify proteins and to quantify by iBAQ with the following parameters: Database, UP000000803_7227_Drome_20160809; MS tol, 10 ppm; MS/MS tol, 20 ppm; Peptide FDR, 0.1; Protein FDR, 0.01 Min. peptide Length, 5; Variable modifications, Oxidation (M); Fixed modifications, Carbamidomethyl (C); Peptides for protein quantitation, razor and unique; Min. peptides, 1; Min. ratio count, 2. The resulting “proteinGroups.txt” file was used for further downstream analysis using DEP version 1.4.0^72^ (R) and MSnbase version 2.8.1^78^ (R). First, reverse proteins and potential contaminants were removed. The data was filtered for missing values allowing maximally one missing value in at least one condition by calling the function filter_missval (R) (parameter thr = 1). Missing values in control IP samples were considered as missing not at random and imputed using the quantile regression imputation of left-censored data (QRILC) method by calling the function impute (R) (parameter method = “QRILC”). Missing values in the IP samples were considered as missing at random and imputed using the quantile k-nearest neighbor (knn) method by calling the function impute (R) (parameter method = “knn”). To test for statistically significant differentially enriched proteins, the function test_diff (R) was called including condition and sample variables. Proteins were considered as statistically significant enriched with *p*-value < 0.05 and log_2_ fold enrichment > 4. GO term analysis of statistical significant enriched proteins was performed with http://www.pantherdb.org using the PANTHER Overrepresentation Test analysis type and PANTHER GO-Slim Biological Process GO terms^79,80^. Protein–Protein interaction network on known interactions of statistically significantly enriched proteins was generated using Cytoscape version 3.7.0^81^ and STRING database^82^.

### Mapping of protein interactions by co-immunoprecipitation

Protein-protein interactions were studied with recombinant proteins, in extracts from baculovirus infected Sf21 cells (see also the section of recombinant protein expression). Interaction domains in JASPer and JIL-1 were mapped by co-IP of various truncation mutants using the N-terminal FLAG-tag in JIL-1. JASPer derivatives were all untagged. Interaction of JJ-complex with the core MSL complex (MSL1, MSL2, and MSL3) was analyzed by co-IP from Sf21 cell extracts as described in ref. ^46^. In brief, the expression level of all FLAG tagged proteins was assessed by α-FLAG western blot of single extracts and extracts were mixed in order to achieve similar final concentration of the recombinant proteins. IP’s were performed with antibodies specific for the specified bait.

### Mononucleosomes, 12-mer nucleosome arrays, and kinase assays

Mononucleosomes and nucleosome arrays used as substrates for the kinase assays were prepared by salt gradient dialysis as described^34,83^. Briefly, histone octamers (wt and H3K36me3), (biotinylated) scavenger MMTV DNA, and the corresponding 601 DNA^34,84^ in 20 mM Tris/HCl, 2 M KCl, 0.1 mM EDTA pH 7.5 at 4 °C were dialyzed into 200 mL nucleosome start buffer (10 mM Tris/HCl, 1.4 M KCl, 1 mM DTT, 0.1 mM EDTA pH 7.5 at 4 °C) for 1 h. 330 mL nucleosome end buffer (10 mM Tris/HCl, 10 mM KCl, 1 mM DTT, 0.1 mM EDTA pH 7.5 at 4 °C) was added overnight at 4 °C using a peristaltic pump (rate 1 mL/min). Subsequently, two additional dialysis steps (4 h and 2 h) were performed using 200 mL nucleosome end buffer. The samples were centrifuged (17,000×*g*, 4 °C, 10 min) and the supernatant isolated. Mononucleosome samples were treated with streptavidin-coated magnetic beads (New England Biolabs) to deplete the biotinylated MMTV DNA and MMTV nucleosomes. All nucleosome arrays were purified by selective MgCl_2_ precipitation^85^.

Recombinant H3 was prepared from inclusion bodies as described in^86^. Prior to the label-free kinase assays, the ratio of JJ-complex to H3 was determined by radioactive kinase assays using γ-ATP and 50 µM non-radioactive ATP in 20 µL total reaction volume as described earlier^6^. Using 2.5 pmol of JJ-complex and 10 pmol of H3 per assay yielded an incorporation of 1 phosphate per H3 molecule. We used the same conditions in the label-free kinase assays with 1 mM of non-radioactive ATP. All reactions were performed in parallel with JJ-complex containing wild type kinase and JJ-complex containing the kinase dead mutant, which is inactive because mutated at both active sites (D407A and D759A). For quantification purposes, we loaded 0.8, 1.6, and 3.2% of the reaction performed with isolated H3, corresponding to 1.2, 2.4, and 4.8 ng, respectively and 30% (3.3 pmol) of the reactions performed with the different types of nucleosomes. The quantitative H3S10ph detection and the loading controls (H4 and H3K36me3) were achieved using IR-coupled secondary antibodies and Odyssey Imaging System (LI-COR).

### Nucleosome pull-down

Nucleosome library preparation, pull-down experiments and data analysis were performed as described in ref. ^34^. Per pull-down reaction, 1.5 pmol of JASPer  was used for JASPer-FLAG wt and aromatic cage mutant and for wt and aromatic cage mutant of JJ-complex and pre-coupled to 5 µL FLAG-M2 beads (Sigma-Aldrich) (10 µL 50% slurry) in Binding buffer (20 mM Tris/Cl pH 7.5, 50 mM NaCl, 5 mM EDTA, 0.1% (v/v) TWEEN 20). The protein pre-coupled to beads was incubated with 1.38 pmol nucleosome library containing 115 nucleosome types (12 fmol per nucleosome type) in a total of 200 µL Binding buffer for 4 h at 4 °C with end-over-end rotation. Beads were washed four times with 40 bed volumes (200 µL) Binding buffer and DNA eluted by Proteinase K digestion and purified using a QIAGEN PCR purification kit for further library preparation and sequencing.

### ChIP-seq

ChIP-seq on MNase-digested chromatin and sonicated chromatin was performed as previously described^46,87^. For spike-in ChIP-seq on MNase-digested chromatin in combination with mild sonication, S2 cells (~3 × 10^8^ cells) after RNAi were harvested and cross-linked with 1% formaldehyde for 8 min by adding 1 mL 10× fixing solution (50 mM HEPES pH 8.0, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA) with 10% formaldehyde [16% formaldehyde solution (w/v) methanol-fee (Thermo Fischer)] per 10 mL culture at RT. The reaction was stopped by adding 125 mM glycine and incubating for 10 min on ice. Cells were washed twice in PBS and snap-frozen in liquid N_2_. For nuclei isolation, cells were rapidly thawed and resuspended in PBS supplemented with 0.5% (v/v) Triton X-100 and cOmplete EDTA-free Protease Inhibitor Cocktail (Sigma-Aldrich) (PI) and 5% 79f7Dv3 cells, processed as described for S2 cells without RNAi treatment, relative to S2 cells were added, volume was adjusted to 7 × 10^7^ cells/mL and cells incubated for 15 min at 4 °C with end-over-end rotation. Nuclei were collected by centrifuging at 4 °C for 10 min at 2000×*g* and washed once in PBS. For chromatin fragmentation, nuclei were spun down at 4 °C for 10 min at 2000×*g*, resuspended in RIPA (10 mM Tris/HCl pH 8.0, 140 mM NaCl, 1 mM EDTA, 1% (v/v) Triton-X 100, 0.1%(v/v) SDS, 0.1% (v/v) DOC) supplemented with PI and 2 mM CaCl_2_ at 7 × 10^7^ cells/mL and digested in 1 mL aliquots by adding 0.6 U MNase (Sigma Aldrich), resuspended in EX50 at 0.6 U/µL^88^, and incubated at 37 °C for 35 min with slight agitation. The reaction was stopped by adding 10 mM EGTA and placing on ice. Digested chromatin was sheared with Covaris AFA S220 using 12 × 12 tubes at 50 W peak incident power, 20% duty factor and 200 cycles per burst for 8 min at 5 °C. Subsequent steps were performed as described in ref. ^46^. Libraries were prepared with NEBNext Ultra II DNA Library Prep Kit for Illumina (NEB, E7645) and analyzed with 2100 Bioanalyzer with DNA 1000 kit (Agilent). Libraries were sequenced on HiSeq 1500 (Illumina) instrument yielding typically 20–25 million 50 bp single-end reads per sample at the genomics facility.

### RNA-seq

For RNA-seq, 2 million S2 cells or Kc cells after RNAi treatment were resuspended in Trizol and RNA was purified using the RNeasy Mini Kit (QIAGEN). Afterwards, 1 µg of purified total RNA’s was used for rRNA depletion using Ribo-Zero Gold rRNA Removal Kit (Illumnia, MRZG 12324) or NEBNext rRNA Depletion Kit (NEB, E6310). Library preparation was done according to the manufacturer’s instructions with NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB, E7760) and analyzed with 2100 Bioanalyzer with DNA 1000 kit (Agilent). Libraries were sequenced on HiSeq 1500 (Illumina) instrument yielding typically 15–50 million 50 bp paired-end reads per sample at the genomics facility.

### NGS data analysis

Sequencing data were processed using SAMtools version 1.3.1^89^, BEDtools version 2.26.0^90^, R version 3.5.1 (http://www.r-project.org) and Bioconductor version 3.8 (http://www.bioconductor.org) using default parameters for function calls, unless stated otherwise.

### Read processing

Sequence reads were aligned to the *D. melanogaster* release 6 reference genome (BDGP6), *D. virilis* FlyBase release r1.07_FB2018_05 reference genome or to *D. melanogaster* transposon sequence set version 9.4.1 (BDGP), including only *D. melanogaster* transposons (*n* = 126), using Bowtie version 1.1.2^91^ (parameter –m 1 for *D. melanogaster* genome and transposon) for ChIP-seq and STAR version 2.6.0^92^ (parameters --quantMode TranscriptomeSAM GeneCounts, --outFilterMultimapNmax 1) for RNA-seq samples. Gene and transposon quantification of RNA-seq data was performed using RSEM version 1.3.0^93^ (parameters –bam, --paired-end, --forward-prob 0).

### RNA-seq analysis

For RNA-seq analysis, genes and transposons were considered as robustly detected with raw read counts > 0 in all samples. Further analysis was performed using DESeq2 version 1.22.1^94^ (R), including blocking variables for batch effect. For transposon analysis, the size factors from the gene analysis were used. Genes and transposons were considered as statistical significant different between conditions with false discovery rate (FDR) < 0.05 by calling the function results (R). For principle component analysis (PCA), a regularized log transformation was applied to per gene counts calling the function rlog (blind = FLASE) (R). To correct for batch effects, the function ComBat (R) was called using a design matrix modeling the RNAi variable by calling the function model.matrix (R). The function plotPCA (R) was called to perform PCA.

### Genome coverage

ChIP-seq reads were extended to 150 bp and per base normalized genome coverage vectors were calculated as described in ref. ^95^. For normalization using *D. virilis* spike-ins, per base coverage vectors were normalized to the sum of *D. virilis* genome coverage vectors multiplied by a factor to adjust for difference in cell number, which was calculated as the total number of reads divided by the total number *D. virilis* reads. To generate non-input normalized per base genome coverage vectors, raw coverage vectors were normalized to million mapped reads (rpm).

### Browser profiles

Browser profiles were generated by calling the function plotProfiles from tsTools version 0.1.1 (R) (https://rdrr.io/github/musikutiv/tsTools/) by using mean per base genome coverage vectors after smoothing by computing running medians on 501 bp windows calling the function runmed (endrule = “keep”) (R).

### ChIP-seq analysis

Two H3K36me3 MNase ChIP-seq replicates in Kc and S2 cells each were previously published (GSE94115)^87^ and the two Inputs for sonication ChIP-seq (GSE119708)^46^. For gene-centric ChIP-seq analysis, genes were considered as inactive with mean tpm ≤ 1 and active with mean tpm > 1 in control cells. Heat maps of mean normalized coverages at active genes ±500 bp were generated calling the plotRasterHeatmap and convertToColors with using a range of 0.05 to 0.95 from tsTools version 0.1.1 (R) (https://rdrr.io/github/musikutiv/tsTools/). Only genes >3000 bp were considered and the gene body (from TSS +1000 bp to TTS –1000 bp) was scaled to 2000 bp. Exons were converted to per pase gene coverage vectors using a score of 1. Genes were hierarchical clustered on the exon coverages by calculating the Euclidean distance by calling the function dist (R) and clustered using the ‘complete’ method by calling the function hclust (R). To generate density plots, kernel density estimates were calculated by calling the function density (R). For transposon analysis, the P-element and Penelope transposon were removed as they had zero counts in the input samples, leaving 124 transposons. For calculating ChIP-seq signal at transposons, aligned reads were extended to 150 bp fragments, reads were summed up and normalized with the size factor from reads aligned to the reference genome or for spike-in ChIP-seq to *D. virilis* reference genome. ChIP-seq signal enrichment at transposons was calculated as log_2_ ratio of IP over input. Heat maps were generated by calling the function pheatmap (R) and smoothed color representation of scatter plots by calling the function smoothScatter (R).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The sequencing data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus^96^ and are accessible through GEO Series accession number GSE128457 and the mass spectrometry data have been deposited to the ProteomeXchange Consortium^97^ with the dataset identifier PXD012790. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding authors upon reasonable request. The source data of cropped images in Figs. 1a, 1b, 1d, 1e, 2c, 2e, and Supplementary Figs. 4e, 4 f, 8d, 13a are provided as Source Data file. A reporting summary for this Article is available as a Supplementary Information file.

## Source data

Source Data

## References

[1] Wang Y, Zhang W, Jin Y, Johansen J, Johansen KM (2001). The JIL-1 tandem kinase mediates histone H3 phosphorylation and is required for maintenance of chromatin structure in *Drosophila*. Cell.

[2] Adams RR, Maiato H, Earnshaw WC, Carmena M (2001). Essential roles of *Drosophila* inner centromere protein (INCENP) and aurora B in histone H3 phosphorylation, metaphase chromosome alignment, kinetochore disjunction, and chromosome segregation. J. Cell Biol..

[3] Giet R, Glover DM (2001). *Drosophila* aurora B kinase is required for histone H3 phosphorylation and condensin recruitment during chromosome condensation and to organize the central spindle during cytokinesis. J. Cell Biol..

[4] Mahadevan LC, Willis AC, Barratt MJ (1991). Rapid histone H3 phosphorylation in response to growth factors, phorbol esters, okadaic acid, and protein synthesis inhibitors. Cell.

[5] Cheung P (2000). Synergistic coupling of histone H3 phosphorylation and acetylation in response to epidermal growth factor stimulation. Mol. Cell.

[6] Regnard C (2011). Global analysis of the relationship between JIL-1 kinase and transcription. PLoS Genet..

[7] Chen CCL (2018). H3S10ph broadly marks early-replicating domains in interphase ESCs and shows reciprocal antagonism with H3K9me2. Genome Res..

[8] Cai W (2014). Genome-wide analysis of regulation of gene expression and H3K9me2 distribution by JIL-1 kinase mediated histone H3S10 phosphorylation in *Drosophila*. Nucleic Acids Res..

[9] Fischle W (2005). Regulation of HP1-chromatin binding by histone H3 methylation and phosphorylation. Nature.

[10] Chin HG (2005). Sequence specificity and role of proximal amino acids of the histone H3 tail on catalysis of murine G9A lysine 9 histone H3 methyltransferase. Biochemistry.

[11] Rea S (2000). Regulation of chromatin structure by site-specific histone H3 methyltransferases. Nature.

[12] Lerach S (2006). Loss-of-function alleles of the JIL-1 kinase are strong suppressors of position effect variegation of the wm4 allele in *Drosophila*. Genetics.

[13] Ebert A (2004). Su(var) genes regulate the balance between euchromatin and heterochromatin in *Drosophila*. Genes Dev..

[14] Zhang W (2006). The JIL-1 histone H3S10 kinase regulates dimethyl H3K9 modifications and heterochromatic spreading in *Drosophila*. Development.

[15] Deng H (2010). JIL-1 and Su(var)3-7 interact genetically and counteract each other’s effect on position-effect variegation in *Drosophila*. Genetics.

[16] Boeke J (2010). Phosphorylation of SU(VAR)3-9 by the chromosomal kinase JIL-1. PLoS One.

[17] Andreyeva EN, Belyaeva ES, Semeshin VF, Pokholkova GV, Zhimulev IF (2005). Three distinct chromatin domains in telomere ends of polytene chromosomes in *Drosophila* melanogaster Tel mutants. J. Cell Sci..

[18] Silva-Sousa R, Casacuberta E (2013). The JIL-1 kinase affects telomere expression in the different telomere domains of *Drosophila*. PLoS One.

[19] Silva-Sousa R, Lopez-Panades E, Pineyro D, Casacuberta E (2012). The chromosomal proteins JIL-1 and Z4/Putzig regulate the telomeric chromatin in *Drosophila melanogaster*. PLoS Genet.

[20] Jin Y (1999). JIL-1: a novel chromosomal tandem kinase implicated in transcriptional regulation in *Drosophila*. Mol. Cell.

[21] Kellner WA, Ramos E, Van Bortle K, Takenaka N, Corces VG (2012). Genome-wide phosphoacetylation of histone H3 at *Drosophila* enhancers and promoters. Genome Res..

[22] Fitzgerald DJ (2006). Protein complex expression by using multigene baculoviral vectors. Nat. Methods.

[23] Ciuffi A (2005). A role for LEDGF/p75 in targeting HIV DNA integration. Nat. Med.

[24] El Ashkar S (2018). LEDGF/p75 is dispensable for hematopoiesis but essential for MLL-rearranged leukemogenesis. Blood.

[25] Leroux AE, Schulze JO, Biondi RM (2018). AGC kinases, mechanisms of regulation and innovative drug development. Semin. Cancer Biol..

[26] Lancaster AK, Nutter-Upham A, Lindquist S, King OD (2014). PLAAC: a web and command-line application to identify proteins with prion-like amino acid composition. Bioinformatics.

[27] Rogers S, Wells R, Rechsteiner M (1986). Amino acid sequences common to rapidly degraded proteins: the PEST hypothesis. Science.

[28] Correa Marrero M, van Dijk ADJ, de Ridder D (2017). Sequence-based analysis of protein degradation rates. Proteins.

[29] Sharma S (2018). Affinity switching of the LEDGF/p75 IBD interactome is governed by kinase-dependent phosphorylation. Proc. Natl Acad. Sci. USA.

[30] Deng H (2005). The JIL-1 kinase regulates the structure of *Drosophila* polytene chromosomes. Chromosoma.

[31] Li Y (2013). Domain requirements of the JIL-1 tandem kinase for histone H3 serine 10 phosphorylation and chromatin remodeling in vivo. J. Biol. Chem..

[32] Rona GB, Eleutherio ECA, Pinheiro AS (2016). PWWP domains and their modes of sensing DNA and histone methylated lysines. Biophys. Rev..

[33] Maenner S, Muller M, Frohlich J, Langer D, Becker PB (2013). ATP-dependent roX RNA remodeling by the helicase maleless enables specific association of MSL proteins. Mol. Cell.

[34] Dann GP (2017). ISWI chromatin remodellers sense nucleosome modifications to determine substrate preference. Nature.

[35] Link S (2018). PWWP2A binds distinct chromatin moieties and interacts with an MTA1-specific core NuRD complex. Nat. Commun..

[36] Davey CA, Sargent DF, Luger K, Maeder AW, Richmond TJ (2002). Solvent mediated interactions in the structure of the nucleosome core particle at 1.9 a resolution. J. Mol. Biol..

[37] Stutzer A (2016). Modulations of DNA contacts by linker histones and post-translational modifications determine the mobility and modifiability of nucleosomal H3 tails. Mol. Cell.

[38] Eidahl JO (2013). Structural basis for high-affinity binding of LEDGF PWWP to mononucleosomes. Nucleic Acids Res..

[39] van Nuland R (2013). Nucleosomal DNA binding drives the recognition of H3K36-methylated nucleosomes by the PSIP1-PWWP domain. Epigenet. Chromatin.

[40] Straub T, Zabel A, Gilfillan GD, Feller C, Becker PB (2013). Different chromatin interfaces of the *Drosophila* dosage compensation complex revealed by high-shear ChIP-seq. Genome Res..

[41] Kharchenko PV (2011). Comprehensive analysis of the chromatin landscape in *Drosophila melanogaster*. Nature.

[42] Bell O (2010). Accessibility of the *Drosophila* genome discriminates PcG repression, H4K16 acetylation and replication timing. Nat. Struct. Mol. Biol..

[43] Shogren-Knaak M (2006). Histone H4-K16 acetylation controls chromatin structure and protein interactions. Science.

[44] Orlando DA (2014). Quantitative ChIP-Seq normalization reveals global modulation of the epigenome. Cell Rep..

[45] Jin Y, Wang Y, Johansen J, Johansen KM (2000). JIL-1, a chromosomal kinase implicated in regulation of chromatin structure, associates with the male specific lethal (MSL) dosage compensation complex. J. Cell Biol..

[46] Albig C (2019). Factor cooperation for chromosome discrimination in *Drosophila*. Nucleic Acids Res..

[47] Mohan M (2011). The COMPASS family of H3K4 methylases in *Drosophila*. Mol. Cell Biol..

[48] Wang L (2017). A cytoplasmic COMPASS is necessary for cell survival and triple-negative breast cancer pathogenesis by regulating metabolism. Genes Dev..

[49] van Nuland R (2013). Quantitative dissection and stoichiometry determination of the human SET1/MLL histone methyltransferase complexes. Mol. Cell Biol..

[50] Rath U (2006). The chromodomain protein, Chromator, interacts with JIL-1 kinase and regulates the structure of *Drosophila* polytene chromosomes. J. Cell Sci..

[51] Wang CI (2013). Chromatin proteins captured by ChIP-mass spectrometry are linked to dosage compensation in *Drosophila*. Nat. Struct. Mol. Biol..

[52] Fei J (2018). NDF, a nucleosome-destabilizing factor that facilitates transcription through nucleosomes. Genes Dev..

[53] Zhang T (2018). A variant NuRD complex containing PWWP2A/B excludes MBD2/3 to regulate transcription at active genes. Nat. Commun..

[54] Carrozza MJ (2005). Histone H3 methylation by Set2 directs deacetylation of coding regions by Rpd3S to suppress spurious intragenic transcription. Cell.

[55] Reyskens KM, Arthur JS (2016). Emerging roles of the mitogen and stress activated kinases MSK1 and MSK2. Front. Cell Dev. Biol..

[56] Hammond CM, Stromme CB, Huang H, Patel DJ, Groth A (2017). Histone chaperone networks shaping chromatin function. Nat. Rev. Mol. Cell Biol..

[57] Wagner EJ, Carpenter PB (2012). Understanding the language of Lys36 methylation at histone H3. Nat. Rev. Mol. Cell Biol..

[58] McKay DJ (2015). Interrogating the function of metazoan histones using engineered gene clusters. Dev. Cell.

[59] Meers, M. P. et al. Histone gene replacement reveals a post-transcriptional role for H3K36 in maintaining metazoan transcriptome fidelity. *Elife***6**, 10.7554/eLife.23249 (2017).10.7554/eLife.23249PMC540492628346137

[60] Zhang Y (2010). Expression in aneuploid *Drosophila* S2 cells. PLoS Biol..

[61] Lee H (2014). DNA copy number evolution in *Drosophila* cell lines. Genome Biol..

[62] Castellano-Pozo M (2013). R loops are linked to histone H3 S10 phosphorylation and chromatin condensation. Mol. Cell.

[63] Garcia-Pichardo D (2017). Histone mutants separate R loop formation from genome instability induction. Mol. Cell.

[64] Bayona-Feliu A, Casas-Lamesa A, Reina O, Bernues J, Azorin F (2017). Linker histone H1 prevents R-loop accumulation and genome instability in heterochromatin. Nat. Commun..

[65] Deng H (2008). Ectopic histone H3S10 phosphorylation causes chromatin structure remodeling in *Drosophila*. Development.

[66] Fry CJ, Shogren-Knaak MA, Peterson CL (2004). Histone H3 amino-terminal tail phosphorylation and acetylation: synergistic or independent transcriptional regulatory marks?. Cold Spring Harb. Symp. Quant. Biol..

[67] Braude-Zolotarjova TY, Kakpakov VT, Schuppe NG (1986). Male diploid embryonic cell line of *Drosophila virilis*. Vitr. Cell. Dev. Biol..

[68] Morales V, Regnard C, Izzo A, Vetter I, Becker PB (2005). The MRG domain mediates the functional integration of MSL3 into the dosage compensation complex. Mol. Cell. Biol..

[69] Fauth T, Muller-Planitz F, Konig C, Straub T, Becker PB (2010). The DNA binding CXC domain of MSL2 is required for faithful targeting the dosage compensation complex to the X chromosome. Nucleic Acids Res..

[70] Punzeler S (2017). Multivalent binding of PWWP2A to H2A.Z regulates mitosis and neural crest differentiation. EMBO J.

[71] Bewley, G. C. Drosophila: a practical approach. In *Developmental Genetics* (ed. Roberts, D. B.) 295 (IRL Press, Oxford-Washington DC, 1987).

[72] Zhang X (2018). Proteome-wide identification of ubiquitin interactions using UbIA-MS. Nat. Protoc..

[73] Straub T, Grimaud C, Gilfillan GD, Mitterweger A, Becker PB (2008). The chromosomal high-affinity binding sites for the Drosophila dosage compensation complex. PLoS Genet..

[74] Cai, W., Jin, Y., Girton, J., Johansen, J. & Johansen, K. M. Preparation of *Drosophila* polytene chromosome squashes for antibody labeling. *J. Vis. Exp.*10.3791/1748 (2010).10.3791/1748PMC281871220145604

[75] Johansen KM (2009). Polytene chromosome squash methods for studying transcription and epigenetic chromatin modification in *Drosophila* using antibodies. Methods.

[76] Kamakaka RT, Kadonaga JT (1994). The soluble nuclear fraction, a highly efficient transcription extract from *Drosophila* embryos. Methods Cell Biol..

[77] Cox J, Mann M (2008). MaxQuant enables high peptide identification rates, individualized p.p.b.-range mass accuracies and proteome-wide protein quantification. Nat. Biotechnol..

[78] Gatto L, Lilley KS (2012). MSnbase-an R/Bioconductor package for isobaric tagged mass spectrometry data visualization, processing and quantitation. Bioinformatics.

[79] Thomas PD (2003). PANTHER: a library of protein families and subfamilies indexed by function. Genome Res..

[80] Mi H (2010). PANTHER version 7: improved phylogenetic trees, orthologs and collaboration with the Gene Ontology Consortium. Nucleic Acids Res.

[81] Shannon P (2003). Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Res..

[82] Szklarczyk D (2015). STRING v10: protein-protein interaction networks, integrated over the tree of life. Nucleic Acids Res..

[83] Wojcik F (2018). Functional crosstalk between histone H2B ubiquitylation and H2A modifications and variants. Nat. Commun..

[84] Fierz B (2011). Histone H2B ubiquitylation disrupts local and higher-order chromatin compaction. Nat. Chem. Biol..

[85] Debelouchina GT, Gerecht K, Muir TW (2017). Ubiquitin utilizes an acidic surface patch to alter chromatin structure. Nat. Chem. Biol..

[86] Luger, K., Rechsteiner, T. J. & Richmond, T. J. in *Chromatin Protocols* (ed. Peter B. Becker) 1–16 (Humana Press, 1999).

[87] Schauer T (2017). Chromosome topology guides the *Drosophila* dosage compensation complex for target gene activation. EMBO Rep..

[88] Bonte E, Becker PB (1999). Preparation of chromatin assembly extracts from preblastoderm *Drosophila* embryos. Methods Mol. Biol..

[89] Li H (2009). The sequence alignment/map format and SAMtools. Bioinformatics.

[90] Quinlan AR, Hall IM (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics.

[91] Langmead B, Trapnell C, Pop M, Salzberg SL (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol..

[92] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[93] Li B, Dewey CN (2011). RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinforma..

[94] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[95] Villa R, Schauer T, Smialowski P, Straub T, Becker PB (2016). PionX sites mark the X chromosome for dosage compensation. Nature.

[96] Edgar R, Domrachev M, Lash AE (2002). Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res..

[97] Deutsch EW (2017). The ProteomeXchange consortium in 2017: supporting the cultural change in proteomics public data deposition. Nucleic Acids Res..

# Supplementary material for: JASPer controls interphase histone H3S10 phosphorylation by chromosomal kinase JIL-1 in Drosophila
**Source:** Nat Commun. 2019 Nov 25;10:5343. doi: 10.1038/s41467-019-13174-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: The JASPer interaction network. Table of complete IP-MS data presented in figure 7 reporting mean log2 fold enrichment in  $\alpha$ -JASPer IP from nuclear extract from fly embryos (n = 6) versus control IP (n = 5) and associated p-values.

How the deposited data were processed for this re-analysis (not part of the article)

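RNA-seq was done on male S2 cells and female Kc cells after control, *jasper* or *jil-1* RNAi, with 5, 4 and 5 S2 samples and 4, 4 and 4 Kc samples. Conditions, replicate numbers and batches were taken from the sample labels and checked against the numbers of replicates in the legends of Fig. 2 and Fig. 5. The labels do not say which of the double-stranded RNAs listed in the methods (#1 or #2, *gst* or *gfp*) a sample received, so samples were not divided by it. The same holds for the kit used to deplete ribosomal RNA.

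The authors aligned read pairs to release 6 of the fly genome with STAR 2.6.0, kept uniquely aligned reads and deposited, for each sample, raw counts per gene without normalization: counts on the strand of the gene, counts on the opposite strand and counts without regard to strand. The paper's methods also name RSEM 1.3.0 for genes and transposons. Its values were not used here, and transposons were not analysed here. Each deposited table lists 17489 genes, of which 17215 were found in the Ensembl release 115 annotation and 274 were not; the latter were kept in the tests but assigned to no chromosome. Samples of one condition were compared as a check for duplicates: over 44 pairs of samples, the chi-square per degree of freedom was between 3.68 and 64.7.

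Counts on the strand of the gene were used throughout unless stated. Reads per sample on genes were between 2513223 and 17648358. Genes with more than 0 such reads in every sample of a cell line were tested with edgeR 4.0.16 (TMM normalization, quasi-likelihood F-test) in R 4.3.3, in one model per cell line with batch as a blocking variable, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Standard errors were taken as the log2 fold-change divided by the square root of the F statistic. Precision was tested on simulated data with the replicate numbers, library sizes and spread of the S2 samples. Of 8248 genes, 194 were changed by 0.5 or 1 on the log2 scale. Of those changed by 1, 87.7% were found, and of those changed by 0.5, 79.6%, while 4.68% of the genes called had not been changed. Kc samples, with their larger spread, were not simulated. Neither were changes of single genes as small as the median among those called in S2 cells (0.29 and 0.28). A simulated difference of -0.1 between X chromosomal and autosomal genes was recovered as -0.10.

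The difference between X chromosomal and autosomal genes (2L, 2R, 3L and 3R) was computed as the difference of median log2 fold-changes. Its error was the SD over pairs of RNAi and control samples with the same replicate number, and its test was an exact two-sided permutation of the sample labels within batches. The difference between cell lines was tested by an exact permutation of the line labels over these pairs and, for single genes, by an interaction term in edgeR on genes kept in both lines. Pearson's r of the log2 fold-changes was computed across genes, with its SD from the single replicate numbers. The PCA used DESeq2 1.42.0 rlog values, ComBat from sva 3.50.0 and the 500 most variable genes. Genes were named in the text by a rule set before the data were examined: every gene the paper names in this context, and for each comparison the largest rises and falls, up to 2 of each, among genes past the threshold, with a mean log2 CPM of at least 1 and changed in the same direction in every same-numbered pair.

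The alternatives tried were DESeq2 in place of edgeR, RLE scaling, TMM from autosomal genes, other filters on low counts, counts without regard to strand, no batch block, replicate number in place of batch, only the control and the named RNAi in the model, S2 batches 1 and 2 only, other summaries of the X difference and of r, other forms of the PCA, opposite-strand reads on the targets, and each sample left out in turn. Matched lists of autosomal genes were drawn 10000 times. Figures were drawn with matplotlib. The ChIP-seq and proteomic experiments were not analysed here.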

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

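The tests for reads from the double-stranded RNA, for a mislabelled sample, for a difference between batches, for RNA from S2 cells in single Kc samples, for counting noise in the pairs, and for the expression level, length and library size behind the chromosome 4 result were chosen only after the result they bear on was seen. Outlying samples were looked for in 72 groups of samples and 5 were found, where about 1 in 20 groups is expected to give one by chance.

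Reads on the strand opposite to the targeted gene were not analysed in the paper and exceeded the level of the other libraries. The lowest library of the targeted RNAi had 126.1 CPM on *JASPer* in S2 and 19.28 in Kc cells, and 104.2 on *JIL-1* in S2 and 62.25 in Kc cells. Reads that come from the double-stranded RNA itself are a candidate explanation. That 8 of the 8 libraries labelled *jasper* RNAi and 9 of the 9 labelled *jil-1* RNAi lay above every other library of their line restates the observation and is no independent test of it. The target ranked first by rise among the 4846 genes tested in S2 and the 4417 tested in Kc cells. The same reads show no exchanged labels, since the ratio of the lowest library of the targeted RNAi to the highest of the others, which exchanged labels would bring below 1, was 4.59 for *jasper* and 8.36 for *jil-1* RNAi; this too follows from the observation. The strand in excess alternated between replicates. The methods list a pair of double-stranded RNAs for each target, but the labels do not assign them, so this was not taken further. No biological explanation was tested.

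The difference between X chromosomal and autosomal genes itself differed between the lines. S2 minus Kc cells it was -0.14 upon *jasper* RNAi and -0.13 upon *jil-1* RNAi, with negative values in 4 of 4 and 5 of 5 S2 pairs. Technical explanations were tested on the S2 difference. Against autosomal genes matched for expression level it was -0.12 upon *jasper* RNAi and -0.11 upon *jil-1* RNAi. Against autosomal genes matched for length it was -0.12 and -0.098, and with every library thinned to the smallest it was -0.13 and -0.099. The largest shift of an autosomal arm against the other autosomal arms together was 0.0089 and -0.0115. The batch with the weakest difference still gave -0.11 and -0.072. None of these tests accounted for the difference. GC content was not tested, so the difference cannot be told apart from an effect of GC content. The sex of the cell line, which may set the response of the X, is a further hypothesis that these data do not set apart from it; the lines differ in more than their sex, and each is a single line.

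In Kc cells upon *jil-1* RNAi the difference was above 0 in 4 of 4 pairs, and the same tests gave 0.035 for expression level, 0.024 for length, 0.042 for library size and 0.031 in the weaker batch, against a largest shift of an autosomal arm of -0.018. This shift, of 3R against the other arms together, was as regular as the one of the X, below 0 in 4 of 4 pairs with an SD of 0.0063 over pairs, against 0.028 for the X. The first 4 tests did not account for the difference, while it was less than 2 times that of an autosomal arm. Permuting labels within batches gave p = 0.056 (exact permutation), the smallest this design allows and not below 0.05, while permuting batch-centred values over all samples gave p = 0.029 (exact permutation), the smallest of its 70. GC content was not tested here either, and the sign is opposite to that in S2 cells.

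Genes of chromosome 4, which the paper's counts by chromosome leave out, were lower upon *jasper* RNAi in S2 cells. Their median log2 fold-change over 76 genes, minus that of the autosomal arms, was -0.10 (SD 0.049), and it was negative in 4 of 4 pairs. Matching the autosomal genes for expression level gave -0.093, matching for length gave -0.10 and thinning the libraries gave -0.10, so these do not account for it. A response of the whole chromosome is a hypothesis, since batches and GC content were not tested for it. Upon *jil-1* RNAi in S2 cells the difference was -0.19 (SD 0.18) and negative in 4 of 5 pairs, with -0.17 after matching for expression level, -0.17 for length and -0.17 after thinning. In Kc cells it was -0.016 and 0.077, with pairs on both sides of 0. Whether chromosome 4 responds differently in the lines was not tested.

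For the noncoding RNA *roX1*, S2 replicate 11 stood apart from the other samples of its group, with 25.79 CPM in the control and 17.29 upon *jil-1* RNAi. Both are the only samples of batch 3. The lower of them was 3.04 times the highest library of the other batches, as a batch effect would give, and the batch cannot be told apart from any other property of this replicate. Replicate 11 also raises the mean of *roX1* in control S2 cells, where the other samples had 0.974 to 4.21 CPM. *Jil-1* RNAi replicate 1 of Kc cells had 34.97 CPM of *roX1*, 504% of this mean. RNA from S2 cells in this library could not give this value, because the median of 26 genes expressed in S2 and nearly silent in Kc controls stood at 1.26% of its S2 level. The source of these reads was not found.

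*Jasper* RNAi replicate 4 of Kc cells had 22.09 CPM of *roX2*. The same 26 genes stood at 3.64% of their S2 level in this library, and at most at 1.26% in any other Kc library, and 96.2% of them lay within 2-fold of that share. The level of *roX2* was 2.95% of its S2 level. A small admixture of RNA from S2 cells is therefore a candidate explanation for *roX2* in this library; a change of cell state that raises these genes together was not tested.

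The X chromosomal difference of replicate 9 upon *jasper* RNAi in S2 cells, -0.10, stood apart from the other 3 pairs by 0.0197. Redrawing the counts of this pair from a Poisson distribution gave an SD of 0.00709, but the gap also holds the noise of the other pairs. With all 4 pairs redrawn around 1 common value, the outermost pair stood as far from its neighbour in 0.5% of 1000 redraws. Replicates also vary by more than their counting noise, with an SD over pairs of 0.027 upon *jil-1* RNAi in S2 and 0.030 upon *jasper* RNAi in Kc cells, so this says nothing particular about replicate 9, which was picked for standing apart. It has the sign of the other pairs, and no biological explanation was tested.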

How the results depend on the processing

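The alternatives were chosen before the data were examined, apart from a crossed numbering of the *jil-1* RNAi samples and the alternatives for single named genes, which were chosen after seeing the data. Over 26 results, 187 of 228 values under alternatives other than leaving out each sample in turn were the same as in the main analysis. This means within 1.5-fold for a number of genes, the same direction and side of the threshold for a result with a test, and within the spread of the replicates, or the jackknife standard error of the PCA ratio, for the rest. The X chromosomal differences under a permutation of all labels are among the 187. They could only be the same, since that setting alters the test and not the difference. The values that were not the same are given here.

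The numbers of genes changed by the largest factors with batch left out. With no batch block, *jasper* RNAi gave 431 genes down and 214 up in S2 cells and 34 down and 24 up in Kc cells, and *jil-1* RNAi gave 347 down and 204 up in S2 cells and 34 down and 23 up in Kc cells. With DESeq2 the Kc numbers rose to 434 down and 275 up upon *jasper* RNAi and 403 down and 231 up upon *jil-1* RNAi. With no low-count filter they were 416 down and 325 up, and 318 down and 271 up. With only the control and the named RNAi in the model, *jasper* RNAi in Kc cells gave 96 down and 63 up. More genes were down than up in each of these cases. The cause was not tested.

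With each sample left out in turn, *jasper* RNAi gave 741 to 930 genes down and 403 to 671 up in S2 cells and 83 to 264 down and 55 to 209 up in Kc cells. *Jil-1* RNAi gave 752 to 974 down and 464 to 741 up in S2 cells and 85 to 143 down and 48 to 95 up in Kc cells. The cause of the lower numbers was not tested.

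Whether samples with the same replicate number form a pair was checked within batches. The correlation of same-numbered samples ranged from -0.146 to 0.175, with both signs. With replicate number in place of batch as the block, *jasper* RNAi gave 982 genes down and 684 up in S2 and 284 down and 174 up in Kc cells, and *jil-1* RNAi 1035 down and 757 up in S2 and 196 down and 146 up in Kc cells. The X chromosomal differences under this block were -0.13, -0.10, 0.020 and 0.034, and r was 0.600 and 0.586. With the *jil-1* RNAi numbers of batch 2 crossed, the block gave 1007 down and 739 up in S2 and 161 down and 113 up in Kc cells, differences of -0.11 and 0.033, and a difference between the lines of -0.13.

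The X chromosomal difference stayed negative in S2 and positive in Kc cells under every alternative tried. Upon *jasper* RNAi in S2 cells it was -0.11 with no low-count filter, -0.11 with no batch block, -0.085 with means in place of medians and -0.13 for genes with at least 10 CPM. Upon *jil-1* RNAi it was -0.076 with means. The cause was not tested. With each sample left out it ranged from -0.13 to -0.12 and from -0.11 to -0.086 in S2 cells, and from 0.0040 to 0.034 and from 0.022 to 0.047 in Kc cells, for *jasper* and *jil-1* RNAi. Permuting all labels in place of labels within batches gave p = 0.029 and 0.0079 in S2 and 0.29 and 0.029 in Kc cells (exact permutation tests), for *jasper* and *jil-1* RNAi. The difference between the lines kept its direction under the 3 alternatives tried for *jasper* RNAi and the 4 tried for *jil-1* RNAi; its p is the smallest that the design allows and says nothing about stability.

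The correlation of *jasper* and *jil-1* changes fell to 0.495 in S2 and 0.457 in Kc cells with no low-count filter, and to 0.391 and 0.341 with disjoint control samples. It rose to 0.704 in S2 cells for genes with at least 10 CPM. Leaving out samples gave 0.540 to 0.623 in S2 and 0.513 to 0.612 in Kc cells. The distance ratio of the PCA in S2 cells was 0.453 with no batch correction and 0.868 on edgeR's log2 CPM, and 0.700 to 0.808 with a sample left out. In Kc cells it was 0.369 to 0.983 with a sample left out. The cause was not tested.

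For the targeted genes, *JASPer* upon *jasper* RNAi in S2 cells was no longer past the threshold with the replicate block, at 1.74, without *jasper* RNAi replicate 5, at 1.73, and without replicate 9, at 1.44, and ranged up to 2.78 with a sample left out. In Kc cells it passed the threshold with DESeq2 (3.05), with unstranded counts (4.12) and with opposite-strand reads (9.48), and without *jasper* RNAi replicate 1 (3.44) or 3 (3.48), and fell to 1.63 with another sample left out. *JIL-1* upon *jil-1* RNAi in Kc cells passed it with DESeq2 (1.84), unstranded counts (2.43) and opposite-strand reads (4.64). It also did so without *jil-1* RNAi replicate 2 (2.22) or 4 (2.13), and fell to 1.15 with another sample left out. In S2 cells it ranged from 1.38 to 2.29. The shifts without the named replicates follow from their own-strand reads. *JASPer* had 1055 and 1559 CPM in S2 replicates 5 and 9, against 56.7 and 102.8 in replicates 4 and 8. In Kc replicates 1 and 3 it had 15.5 and 78.9, against 2041 and 1077 in replicates 2 and 4. *JIL-1* had 37.5 and 60.2 CPM in Kc replicates 2 and 4, against 360.2 and 270.2 in replicates 1 and 3. Why the replicates differ was not tested.

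The small changes of the other gene reversed in places, never past the threshold. *JIL-1* upon *jasper* RNAi in S2 cells was 0.079 with only the control and *jasper* RNAi in the model and 0.071 with S2 batches 1 and 2 only, and it ranged from -0.33 to 0.071 with a sample left out. *JASPer* upon *jil-1* RNAi was -0.87 on opposite-strand reads in S2 and 0.75 in Kc cells, and in Kc cells it ranged from -0.14 to 0.020 with a sample left out. The cause was not tested.

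The log2 fold-changes of named genes, 80 values over 20 results, kept their sign: 68 stayed on the same side of the threshold, 10 were weaker and 2 stronger. The Kc samples with the fewest reads (2513223 on genes) limit which genes with low counts were kept. The alternative planned for transposons was not run, because the counts used here are of genes.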

Differences from the paper's values

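The paper's numbers of genes past the threshold in Kc cells were read by eye from Fig. 5a. Upon *jasper* RNAi the paper gives about 210 autosomal genes up, about 370 autosomal genes down, about 51 X chromosomal genes up and about 62 X chromosomal genes down (Fig. 5a, read by eye). The values here were 118, 209, 31 and 33 genes. Upon *jil-1* RNAi the paper gives about 160 autosomal genes up, about 350 autosomal genes down, about 56 X chromosomal genes up and about 41 X chromosomal genes down (Fig. 5a, read by eye), and the values here were 83, 170, 30 and 21 genes.

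Of the alternatives set before the data were examined, DESeq2, which the paper's methods name, brought each of these within 1.5-fold of the paper's number: 211, 362, 51 and 61 genes upon *jasper* RNAi and 164, 346, 58 and 43 genes upon *jil-1* RNAi. Fitting with no low-count filter did so for 7 of the 8 numbers, with 246, 347, 61 and 59 genes upon *jasper* RNAi and 190, 281 and 65 genes upon *jil-1* RNAi, but not for X chromosomal genes down upon *jil-1* RNAi, at 27. The replicate block did so for the X chromosomal genes up, at 34 and 43, and leaving out *jasper* RNAi replicate 1 or 3 for the autosomal genes up (158 and 152) and the X chromosomal genes up (41 and 35) upon *jasper* RNAi. The other alternatives set before the data were examined, namely RLE scaling, TMM from autosomal genes, filterByExpr, unstranded counts, no batch block, only the control and the named RNAi, and the other samples left out, brought none of them within that range. The crossed replicate block, chosen after seeing the values, gave 77, 139, 32 and 20 genes upon *jil-1* RNAi.

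The paper states that more genes were downregulated upon RNAi in both lines. Here this held over all genes, while X chromosomal genes of Kc cells had 21 down and 30 up upon *jil-1* RNAi, as in the figure. Autosomal genes of S2 cells had 658 down and 653 up upon *jasper* RNAi and 687 down and 679 up upon *jil-1* RNAi. DESeq2 gave 635 down and 485 up and 680 down and 556 up, and TMM factors from autosomal genes gave 740 down and 435 up and 776 down and 558 up. The replicate block gave 635 down and 623 up and 687 down and 663 up. Upon *jasper* RNAi more autosomal genes were down than up in every fit tried, by margins that varied. Larger margins came with no low-count filter (754 down, 595 up), with no batch block (313 down, 196 up) and with some samples left out. Among these samples were *jasper* RNAi replicates 5 (542 down, 377 up) and 9 (608 down, 450 up) and control replicates 8 (497 down, 360 up) and 9 (565 down, 422 up). Without control replicate 11 the numbers were 615 down and 609 up. Upon *jil-1* RNAi more were up with filterByExpr (677 down, 704 up) and with unstranded counts (604 down, 658 up). The same held without control replicate 4 (605 down, 616 up) and without *jil-1* RNAi replicate 5 (640 down, 652 up) or 8 (598 down, 610 up). The numbers were equal with S2 batches 1 and 2 only (530 each) and without control replicate 11 (531 each). In the remaining fits upon *jil-1* RNAi more were down.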

Other observations

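The tests of expression level, length and library size for genes near the centromeres and of the spread of *RpL22* between replicates were chosen only after the result was seen.

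Other splits of the samples were counted for each number of genes. Swapping RNAi and control within same-numbered pairs allows 8 splits upon *jasper* RNAi in S2, 16 upon *jil-1* RNAi in S2 and 8 for either RNAi in Kc cells, the real one included. In each of the 8 counts (down and up), 1 split reached the real number, the real one itself, and the other splits of this kind gave at most 1 gene. With 8 or 16 splits the share cannot fall below 0.05. The 10 or 20 other splits within batches, which leave some same-numbered samples together, gave at most 7 genes, so that the real split was the only one to reach its number among these as well.

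Autosomal genes within 3 Mb of the centromere-proximal end of an arm were compared with the other autosomal genes, since the paper links JIL-1 to heterochromatin. In S2 cells their median log2 fold-change minus that of the others was -0.068 (SD 0.023, 179 genes) upon *jasper* RNAi and -0.096 (SD 0.11) upon *jil-1* RNAi, negative in 4 of 4 and 5 of 5 pairs. With genes matched for expression level the values were -0.058 and -0.079, for length -0.068 and -0.090, and with libraries thinned -0.056 and -0.078. In Kc cells they were -0.0038 and 0.0081, with pairs on both sides of 0; the contrast between the lines was not tested. The set was drawn by distance alone and does not part genes beside heterochromatin from genes within it. A spread of heterochromatin into neighbouring genes is therefore only a hypothesis, which these values cannot test. Batches and GC content were not tested here.

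Fewer genes passed the threshold in Kc than in S2 cells. Thinning S2 batches 1 and 2 to the library sizes of Kc cells left 1313 genes upon *jasper* and 1088 upon *jil-1* RNAi, against 403 and 312 in Kc cells, so that library size does not account for it. In a likelihood ratio test with the dispersion trend of Kc cells in place of their own, S2 cells gave 470 and 348 genes, against 787 and 542 for Kc cells in the same test and 1354 and 1192 for S2 cells with their own trend. The larger spread between Kc replicates is therefore a candidate explanation for the lower numbers. Upon *jasper* RNAi replicates 1 and 3 of Kc cells lay apart from replicates 2 and 4 in the PCA. They had more reads on *JASPer* on the opposite strand where the others had more on its own. The PCA did not leave out *JASPer*, so this match is not independent. What parts these replicates was not tested, and neither was its share in the spread.

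The correlation of both treatments could come from their shared control samples. With disjoint controls r stayed at 0.391 in S2 and 0.341 in Kc cells, so shared controls may account for part of it and not for all of it.

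The standard errors of *JIL-1* upon *jasper* RNAi and of *JASPer* upon *jil-1* RNAi were wide. Leaving out the libraries whose double-stranded RNA targets the gene lowered them from 0.51 to 0.088 and from 0.60 to 0.057 in S2 cells, and from 0.52 to 0.12 and from 0.93 to 0.071 in Kc cells. Reads from the other double-stranded RNA in the same model are a candidate source of the wide errors.

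*RpL22* fell upon *jasper* RNAi in S2 cells. Reads shared with its paralog *RpL22-like* do not account for it, since the gain of the paralog was 0.00060% of the loss. Upon *jil-1* RNAi the log2 fold-change was -0.44, far smaller than that upon *jasper* RNAi, but no test compared both treatments. The *jil-1* RNAi samples were widely scattered. Replicate 4 had 61.3 CPM against 313.6 in its control, and replicate 8 had 385 against 111. The paper reports that either RNAi lowered JIL-1 protein equally, so *jil-1* RNAi also bears on a loss of the JJ-complex. With this scatter, a loss of JIL-1 or of the complex as the source was not ruled out. A loss of JASPer apart from JIL-1, which *jil-1* RNAi need not bring about, was not tested. The fall upon *jasper* RNAi was 6.24-fold. The control samples of S2 cells differed by 3.18-fold, less than the fall, and all 4 *jasper* RNAi samples (34.0 to 62.4 CPM) lay below every one of them (111 to 354 CPM), so the spread of the S2 controls does not account for it. The gene also varied where *jasper* was not targeted, by 10.5-fold among the control samples of Kc cells and from 61.3 to 385 CPM among the *jil-1* RNAi samples of S2 cells, so a difference between replicates unrelated to the RNAi was not ruled out.

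Among the dosage compensation genes, *msl-1* rose upon *jasper* RNAi in S2 cells by 0.15 (adjusted p = 0.031, edgeR, 4 of 4 pairs) and *mof* fell by 0.18 (adjusted p = 0.026, edgeR, 4 of 4 pairs) on the log2 scale. *mof* lies on the X, whose genes had a median of -0.091 and quartiles of -0.212 and 0.0337 in this contrast. Its fall lay between these quartiles and is not set apart from that of the X. In the same cells *msl-2* rose by 0.15 (adjusted p = 0.097, edgeR) and *msl-3* by 0.145 (adjusted p = 0.12, edgeR). Each rose in 4 of 4 pairs without passing the threshold, so the rise was not particular to *msl-1*. Alternatives for *msl-1* and *mof* were chosen after seeing the data. Under these, *mof* did not pass the threshold with unstranded counts (-0.13, adjusted p = 0.20, edgeR) or with no batch block (adjusted p = 0.47, edgeR). Nor did *msl-1* with no batch block (adjusted p = 0.074, edgeR). In Kc cells *msl-2* rose by 0.58 (adjusted p = 0.073, edgeR) and 0.52 (adjusted p = 0.12, edgeR), in 4 of 4 pairs upon either RNAi, and neither passed the threshold. Under the same alternatives, the rise upon *jasper* RNAi passed it with DESeq2 (adjusted p = 0.041) and with the replicate number as the block (adjusted p = 0.039, edgeR), but not with unstranded counts (adjusted p = 0.091, edgeR) or with no batch block (adjusted p = 0.16, edgeR). The rise upon *jil-1* RNAi passed it under none of the 4. RNA from S2 cells in the Kc libraries was tested as a source of *roX1*, *roX2* and *msl-2* in RNAi samples of Kc cells. The 26 genes expressed in S2 and nearly silent in Kc controls rose by 0.605% of their S2 level, against 70.4% for *roX1* and 7.38% for *msl-2*, and 0.481% for *roX2*, for which it remains a candidate source. For *msl-2* this source is too small for most of the rise. The rise of *roX1* came mostly from *jil-1* RNAi replicate 1. Upon *jasper* RNAi it went from 20.6% to 29.7% of its S2 level, with replicate 1 below every control. The S2 level of *roX1* is raised by control replicate 11 (25.79 CPM), so its percentages would be higher without that sample.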
